# IL-1-dependent enteric gliosis guides intestinal inflammation and dysmotility and modulates macrophage function

**DOI:** 10.1038/s42003-022-03772-4

**Published:** 2022-08-12

**Authors:** Reiner Schneider, Patrick Leven, Shilpashree Mallesh, Mona Breßer, Linda Schneider, Elvio Mazzotta, Paola Fadda, Tim Glowka, Tim O. Vilz, Philipp Lingohr, Jörg C. Kalff, Fievos L. Christofi, Sven Wehner

**Keywords:** Glial biology, Molecular medicine, Neuroimmunology

## Abstract

*Muscularis Externa* Macrophages (*ME*-Macs) and enteric glial cells (EGCs) are closely associated cell types in the bowel wall, and important interactions are thought to occur between them during intestinal inflammation. They are involved in developing postoperative ileus (POI), an acute, surgery-induced inflammatory disorder triggered by IL-1 receptor type I (IL1R1)-signaling. In this study, we demonstrate that IL1R1-signaling in murine and human EGCs induces a reactive state, named enteric gliosis, characterized by a strong induction of distinct chemokines, cytokines, and the colony-stimulating factors 1 and 3. Ribosomal tagging revealed enteric gliosis as an early part of POI pathogenesis, and mice with an EGC-restricted IL1R1-deficiency failed to develop postoperative enteric gliosis, showed diminished immune cell infiltration, and were protected from POI. Furthermore, the IL1R1-deficiency in EGCs altered the surgery-induced glial activation state and reduced phagocytosis in macrophages, as well as their migration and accumulation around enteric ganglia. In patients, bowel surgery also induced IL-1-signaling, key molecules of enteric gliosis, and macrophage activation. Together, our data show that IL1R1-signaling triggers enteric gliosis, which results in *ME*-Mac activation and the development of POI. Intervention in this pathway might be a useful prophylactic strategy in preventing such motility disorders and gut inflammation.

## Abstract (web summary)

IL1R1-signaling triggers enteric glia reactivity, resulting in enteric gliosis, macrophage activation and the development of postoperative ileus.

## Introduction

Abdominal surgery induces an acute intestinal inflammation within the *muscularis externa* (*ME*)^1^, resulting in functional motility disturbances, clinically known as postoperative ileus (POI). POI occurs in up to 27% of patients undergoing abdominal surgery^2^ and is associated with prolonged hospitalizations, increased morbidity, and a high medico-economic burden^3^. As a result, patients suffer from nausea, vomiting, increased inflammatory response, and a higher risk of anastomotic leakage after colorectal surgery^4^.

Studies of the past decades demonstrated that resident muscularis macrophages (*ME*-Macs)^5^ as well as enteric glial cells (EGCs)^6^ are key players and early responders in the postoperative *ME* inflammation^5,7,8^. In addition, both cell types lie in close anatomical association with enteric neurons, and there is growing evidence of communication between these cell types in health and gastrointestinal diseases in the context of inflammation^9–11^.

EGCs express markers including S100β, glial-fibrillary acid protein (GFAP), proteolipid-protein-1 (PLP-1), or Sox10, commonly used as glial biomarkers to identify these cells throughout the intestine^11^. EGCs are present along the entire gastrointestinal tract, are known to modulate motility^12^, and contribute to neuroinflammation in the gut^13^. Notably, some studies showed that EGCs maintain gut homeostasis^14^ and that deletion of EGCs driven by the GFAP-promoter led to a massive inflammatory reaction in the GI tract^15,16^, indicating a crucial immune-regulatory role of EGCs in the gut. However, these findings were challenged by a recent study showing that a proteolipid-protein-1 (PLP-1) driven depletion of EGC did not affect barrier maintenance nor sensitize mice to intestinal inflammation^12^. Despite controversial findings, EGCs are still discussed as promising interventional targets in several GI diseases, including POI^13,17^. EGC presence in the mucosa^18^ and the *ME*^19^ requires, in turn, the presence of intestinal microbiota. Furthermore, EGCs release immune mediators like interleukin-6 (IL-6) after stimulation with innate immune stimuli, including bacterial lipopolysaccharides^13^, and host-derived factors like interleukin-1 (IL-1)^11^. Our group recently demonstrated that EGCs acquire a reactive phenotype after extracellular ATP treatment^20^. That study was the first to define the molecular identity of a reactive EGC phenotype, which we named “enteric gliosis”. The general term *gliosis* is a well-established part of posttraumatic injury in the CNS^21^ that involves intercellular communication between classical CNS immune cells, e.g., microglia, and neural cell types, including neurons and astrocytes. Based on similar functions and transcriptional profiles^22–25^, *ME*-Macs and EGCs are often compared to microglia and astrocytes, respectively, and the bidirectional communication of the latter is a well-defined mechanism determining the functional fate of both cell types during inflammation^26^.

In the intestine, there is growing evidence for an interaction of *ME*-Macs and cells of the enteric nervous system. Cell-to-cell communication between enteric neurons and *ME*-Macs has been shown to involve the release of colony-stimulating factor 1 (CSF1) and bone morphogenetic protein 2, respectively, and this interaction is thought to fine-tune intestinal motility^27^. Interactions between EGCs and *ME*-Macs were also recently described, showing that EGCs are a more potent source of CSF1. EGCs modulate visceral sensitivity through mechanisms that require interleukin-1β (IL-1β) and connexin-43 hemichannels (Cx43) to release CSF1, to activate *ME*-Macs^28^. While this study was the first to provide evidence on EGC–*ME*-Macs interactions in chronic intestinal inflammation, proof for this interaction in acute inflammation, occurring during POI, remains elusive. It is also unknown whether there is a link between EGC–*ME*-Macs interactions and abnormal motility in an acute inflammatory motility disorder such as POI.

We previously demonstrated that IL-1 is an essential cytokine in POI development, and pharmacological IL-1-antagonism with the drug anakinra or a global genetic IL1R1 depletion was shown to protect mice from POI^6^. Furthermore, we elucidated the role of the two ligands, IL-1 and IL-1β, in POI with a particular focus on IL-1β^29^. EGCs express IL1R1, and IL-1 stimulation results in the release of IL-6 and CCL2, which are known to play a role in POI^30–32^. Recently, IL-1-signaling in EGCs was also suspected of exerting pro-tumorigenic functions^33^. However, these studies demonstrated IL-1-induced cytokine release by EGCs only by carrying out in vitro experiments. Moreover, an EGC-specific approach, i.e., by cell-specific depletion of IL1R1 in EGCs, has not been used so far. Therefore, solid evidence of the cell-specific role of IL-1-signaling and focused analyses of EGC reactivity in vivo are still missing.

Herein, we aimed to fill this gap using two transgenic mouse models. First, the transgenic *RiboTag* mouse model allows a comprehensive in vivo “snapshot” of actively transcribed mRNA in EGCs^34^. Secondly, we generated a mouse with a targeted depletion of IL1R1 in glial-fibrillary acid (GFAP) expressing cells, one exclusive marker of EGCs. Additionally, we investigated if and how IL-1-signaling in EGCs affects *ME*-Mac responses by a series of transcriptional and functional analyses. Finally, we aimed to confirm our findings from our mouse study in human bowel specimens taken during a duodenopancreatectomy and in primary human EGC cultures isolated from GI surgical specimens. Together, our results show that IL-1 induces stimulus-specific enteric gliosis in EGCs that affects *ME*-Mac function and accounts for POI development in mice. Furthermore, findings in mice are translatable to humans since we discovered that the same molecular pathways are activated in the *ME* of the human postoperative bowel.

## Results

### IL-1 induces a specific type of gliosis in enteric glial cells

Recently, we showed that surgical trauma and intestinal manipulation induce a reactive enteric glial cell (EGC) phenotype, also referred to as “enteric gliosis”, coinciding with the release of various cytokines and chemokines^20^. We hypothesized that IL-1 triggers reactive gliosis, so we stimulated primary murine EGC cultures (Fig. S1a) with IL-1β and confirmed gliosis induction by validating known biomarkers that serve as hallmarks of a gliotic phenotype. IL-1β induced IL-6 release (Fig. S1b), proliferation (Fig. S1c), and changes in morphology (Fig. S1d) in EGCs. 

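Primary EGC cultures received IL-1β at 10 ng/ml or vehicle for 24 h, and their RNA was sequenced as 3 libraries per group with a kit whose reads come mostly from the last exon and the 3′ UTR. The authors' deposited table of this comparison lists 13452 genes, each with a p-value, an adjusted p-value, a ratio, a signed fold and the authors' mean of both groups. It gives group means and no value per library, so the depth of each library and the spread between libraries are not known here. The means are scaled per sequenced total, and whether they are CPM or TPM is not given in the sources used here. According to the submitters' processing notes, the reads were handled with cutadapt, STAR and Partek on mm10. From there, the 13445 genes with an authors' mean of at least 1 in either group were kept, and the authors' p-values were adjusted again over these genes by the Benjamini-Hochberg method. A gene was called higher or lower with IL-1β at an adjusted p under 0.05 and a fold over 1.5. The median log2 ratio of all kept genes was −0.14, so a gene at 0 lay slightly above the middle of all genes. Gene lists fixed before the data were examined were therefore set against 10000 random lists of genes with similar mean expression. The transcript AY036118 took 25.1% of the summed means with IL-1β and 23.3% with vehicle in the authors' deposited table. Which test gave the p-values is not settled here. The sources used here do not say whether the libraries came from separate cultures, so the p-values at most measure the spread between these samples, which may be technical.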

To generate a more comprehensive molecular signature profile of the IL-1 triggered alterations in gene expression in EGCs, we performed a bulk-RNA-Seq analysis. A principal component analysis (PCA) indicated a clear separation between IL-1β and vehicle-treated EGCs (Fig. 1a). 

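Saa3, an acute phase protein, had the highest mean of all genes after AY036118 in IL-1β-treated EGCs, and it was abundant without IL-1β too. Its authors' mean was 12316 with IL-1β and 5869 with vehicle in the authors' deposited table. Cxcl5, a chemokine that attracts neutrophils, had an authors' mean of 1226 with IL-1β and 44.6 with vehicle in the same deposited table. A principal component analysis needs values per library and was not repeated, so the distance between the groups was taken from their means. Over the 13445 genes the root mean square of the log2 ratios was 0.70, and over the 8117 genes with a mean of at least 10 it was 0.57. The means of 11.0% of the genes differed by a fold over 2. At an unadjusted p under 0.05 there were 3860 genes, against 672 expected with no difference between the groups.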

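Of the 13445 genes tested in EGCs, 239 were higher and 1596 were lower with IL-1β at an adjusted p under 0.05 and a fold over 1.5. Among the called genes of at least median abundance, the largest increases outside the chemokines were those of Ereg, an epidermal growth factor family ligand, Slc7a11, a cystine transporter, the processed pseudogene Gm8960 and Icam1, an adhesion molecule for leukocytes. In the authors' deposited table they were 6.63-fold, 4.36-fold, 4.17-fold and 3.83-fold higher (adjusted p = 2.71e-05, 0.00933, 0.00999 and 7.68e-04). Olr1, a receptor for oxidized LDL, and Angptl4, a secreted inhibitor of lipoprotein lipase, were 3.73-fold and 2.90-fold higher in the authors' deposited table. Hba-a1 and the pseudogene Gm12338 apart, the largest decreases among the called genes of at least median abundance were those of G0s2, an inhibitor of triglyceride hydrolysis, Socs3, a feedback inhibitor of cytokine signaling, Gnb2, a G protein subunit, and F2r, a thrombin receptor. Their authors' means fell 60.1-fold, 20.3-fold, 20.2-fold and 13.9-fold in the authors' deposited table (adjusted p = 9.39e-07, 9.39e-07, 5.44e-07 and 5.94e-07). Tsix, an antisense transcript of the X chromosome, was 13.8-fold lower in the authors' deposited table (adjusted p = 0.00492). Txnip, an inhibitor of thioredoxin, and Gas6, a ligand of TAM receptors, were 13.4-fold and 10.6-fold lower in the authors' deposited table. Hba-a1 and Gm12338 were 39.9-fold and 22.3-fold lower in the authors' deposited table, values that stay uncertain because near-identical copies share their reads. A fold over 5 was found for 160 of the lower and 8 of the higher genes. Without adjustment of the p-values, 377 genes were higher and 2264 lower.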

Upon IL-1β treatment, 496 genes were up, and 826 were downregulated (Fig. 1b, *p* < 0.05; fold-change 1.5). 

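Chemokines that attract neutrophils led the genes that rose in EGCs with IL-1β. Of the 4 such chemokines with a row in the table, Cxcl2, Cxcl5 and Cxcl1 were higher and 0 were lower (3 higher when adjusted over the list alone), while Pf4 was not called. Cxcl2 lies on chromosome 5 of GRCm38 from 90903871 to 90905938, Cxcl5 from 90759360 to 90761624 and Cxcl1 from 90891241 to 90893115. Cxcl2 ranked first of 13445 genes by its fold of 229 in the authors' deposited table (adjusted p = 9.29e-05), a fold that rests on an authors' mean of 0.239 with vehicle against 54.7 with IL-1β. Cxcl5 was 27.5-fold higher (adjusted p = 8.07e-06) and Cxcl1 8.32-fold higher (adjusted p = 0.00136) in the authors' deposited table. Il6, an inflammatory cytokine, had authors' means of 13.4 with IL-1β and 5.58 with vehicle in the authors' deposited table, a 2.40-fold difference (adjusted p = 0.00829) that ranked 80 of all genes by fold. Ccl2, a chemokine for monocytes, had authors' means of 96.1 and 55.0 in the authors' deposited table (adjusted p = 0.813) and was not called. The macrophage growth factor Csf1, with authors' means of 136.6 and 106.1 in the authors' deposited table (adjusted p = 0.356), was not called either. Ccl5 and Csf3 had no row in the table. Of the 11 measured genes that the study marked in Fig. 1b on these samples, 3 were higher and 2 lower (3 and 5 when adjusted over the list alone), which is not independent evidence of their direction.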

Among the 20 most highly induced genes, we found inflammatory mediators like *IL-6*, chemokines (*Cxcl2*, *Cxcl5*, *Ccl2*, *Ccl5*), and colony-stimulating factors (*Csf1*, *Csf3*) (Fig. 1b). In addition, heat map analyses of genes sorted for induced inflammatory mediators confirmed these inductions (Fig. S1e). 

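Of the 15 mediators of Fig. S1e with a row in the table, 6 were higher with IL-1β and 0 were lower, and the same numbers were found when adjusted over the list alone. The study chose these genes on these samples, so the count is not independent evidence of their direction. Beside the neutrophil chemokines and Il6, the called genes were Cxcl16, a membrane-bound chemokine that is shed, Ccl7, a chemokine for monocytes, and Tnfaip2, a gene induced by TNF. They were 3.47-fold, 2.96-fold and 1.54-fold higher in the authors' deposited table. Tgfb1 was 1.47-fold higher in the authors' deposited table but was not called (adjusted p = 0.106). Tnf had no row in the table.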

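Part of the target and feedback genes of NF-κB, a transcription factor activated by the IL-1 receptor, rose in EGCs. Of 25 measured ones, 13 were higher and 1 was lower with IL-1β (13 and 1 when adjusted over the list alone). Tnip1 was 3.19-fold and Nfkbiz 2.01-fold higher, and Tnip2 1.89-fold lower, in the authors' deposited table. Of 40 inflammatory response genes, 17 were higher and 5 lower, with the same numbers when adjusted over the list alone. The lower ones were Socs3, the leukotriene A4 hydrolase Lta4h, the TNF receptor Tnfrsf1b, and Cd14 and Ly96 of the receptor complex for lipopolysaccharide. Of 36 genes of the response to IL-1, 7 were higher and 2 lower (7 and 2 when adjusted over the list alone). The receptor gene Il1r1 was 1.67-fold higher in the authors' deposited table (adjusted p = 0.0275), and its partner Il1rap had authors' means of 23.0 and 23.3 there. Tollip and Peli1, which both act on signaling below this receptor, were 4.97-fold and 1.94-fold lower in the authors' deposited table. Of 57 migration genes, 6 were higher and 9 lower (8 and 11 when adjusted over the list alone), with the growth factor Vegfa 1.99-fold and the receptors Pdgfra 2.04-fold and Nrp1 2.21-fold lower in the authors' deposited table. The list medians lay above all 10000 matched random lists for NF-κB and for the inflammatory response, at the percentile 96.8 for migration and at 66.0 for the response to IL-1. Fisher's exact test for genes called higher, adjusted over the lists tested, gave p = 1.13e-15, 2.52e-18, 0.00159 and 1.42e-05 for these 4 lists in that order. Here and below, this test takes genes as independent, although genes of a list vary together. Its p-values are therefore likely too small and do not measure the spread between libraries.

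**Figure D1:**
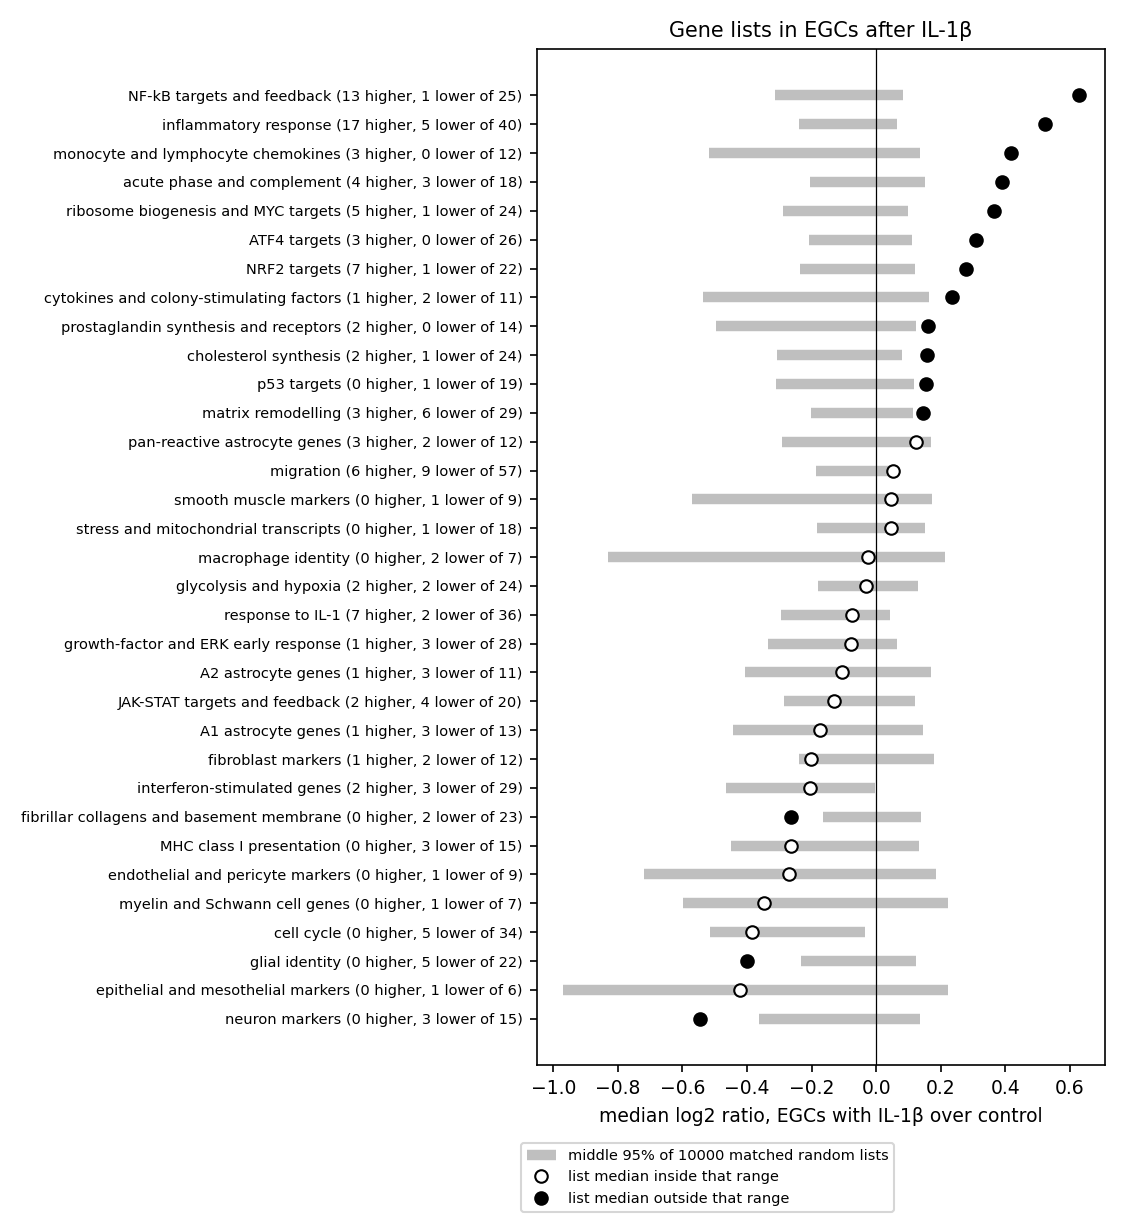
Median log2 ratio (horizontal axis) of each gene list with at least 5 measured genes that was not taken from the paper's figures or tables, in EGCs with IL-1β over control, from the authors' deposited table. Dots are list medians, filled where they lie outside the middle 95% of 10000 random lists of similar mean expression (grey bars), and the numbers beside the names give the called genes. Of these lists, NF-κB targets lie at the top and neuron markers at the bottom.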

Next, we specified the reactive EGC state by gene ontology (GO) analysis, which revealed a gene enrichment within the terms “glial activation”, “IL-1-signaling”, “migration”, and “inflammatory response” (Fig. 1c). Concurring heat maps confirmed a clear pattern in IL-1-activated EGCs (Fig. 1d + e), underlining their reactive state. Furthermore, by implementing our previously established “enteric gliosis” gene panel identified by ATP stimulation^20^, we found a unique gene expression induced by IL-1β in EGCs, vastly different from our previously published ATP-induced gene panel (Fig. S1f). 

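Of the 20 genes shown in Fig. 1d and 1e, 7 were higher in EGCs with IL-1β and 0 lower, also when adjusted over the list alone. They were picked by the study on these samples, which makes the count no independent evidence. Beside chemokines and Il6 these were Saa3, which was 2.10-fold higher, the matrix glycoprotein Thbs1 (1.67-fold) and the metalloproteinase inhibitor Timp1 (2.01-fold) in the authors' deposited table. Genes that rise in all reactive astrocytes, the glia of the brain, gave 3 higher and 2 lower of 12 measured (3 and 2 when adjusted over the list alone). Timp1, Cxcl10 and Lcn2 were the higher ones, while S1pr3 and Steap4 were 2.36-fold and 2.16-fold lower in the authors' deposited table. Of 13 genes of A1 astrocytes, 1 was higher and 3 lower (1 and 4 when adjusted over the list alone), and of 11 genes of A2 astrocytes, 1 was higher and 3 lower (1 and 4 when adjusted over the list alone). Gbp2 was the higher A1 gene, at 3.21-fold, and Sphk1 the higher A2 gene, at 1.62-fold, in the authors' deposited table. The share of higher genes passed Fisher's exact test in the list of all reactive astrocytes (adjusted p = 0.00278), and did not in the A1 and A2 lists (0.305 and 0.282).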

Comparison of our data set to published data investigating various stimuli for EGC activation, i.e., infection^35^ or DNBS colitis^36^, also revealed a distinct pattern for the IL-1β induced enteric gliosis phenotype with an inevitable overlap in key genes (Fig. S1g and Table S5). This analysis indicates that gliosis and EGC reactivity greatly depends on the inducing immune stimulus. IL-1-treated EGCs showed a prominent elevation of chemokine and cytokine levels involved in gliotic processes. Moreover, two new essential factors were identified in reactive glia in POI, *Csf1* and *Csf3* (Fig. 1f), with Csf1 recently implicated in EGC responses in a murine colitis model and human Crohn’s Disease^28^.

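Chemokines for monocytes and lymphocytes were higher in part: of 12 measured, Cxcl10, Cxcl16 and Ccl7 were higher with IL-1β and 0 were lower (3 higher when adjusted over the list alone). Cxcl10, which attracts T cells, was 20.9-fold higher in the authors' deposited table (adjusted p = 0.0150), from an authors' mean of 0.678 with vehicle to 14.2 with IL-1β. Cxcl10 lies on chromosome 5 of GRCm38 from 92346638 to 92348889. Of 11 cytokine and colony-stimulating factor genes with a row in the table, Il6 was higher and 2 were lower (1 and 2 when adjusted over the list alone). The lower ones were Clcf1, a cytokine of the IL-6 family, at 6.13-fold, and Tgfb3, a growth factor of the TGF-β family, at 2.37-fold in the authors' deposited table. The acute phase and complement genes gave 4 higher and 3 lower of 18 (6 and 3 when adjusted over the list alone). Saa1, whose reads are shared with its near copy Saa2, was 2.31-fold higher in the authors' deposited table. The medians of the chemokine and cytokine lists lay at the percentiles 99.99 and 99.4 of the random lists. The share of higher genes passed Fisher's exact test in the chemokine list (adjusted p = 0.00278) and did not in the cytokine list (0.282).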

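Of the 14 genes of the gliosis heat map in Fig. 1f with a row in the table, 9 were higher in EGCs with IL-1β and 0 were lower, and the numbers did not change when adjusted over the list alone. The study assembled this list with these samples in view, so it is not independent evidence. Hmox1, which encodes the heme-degrading enzyme HO-1, was 2.83-fold higher (adjusted p = 1.65e-05) and the tubulin gene Tubb6 1.65-fold higher in the authors' deposited table. Hmox1 lies on chromosome 8 of GRCm38 from 75093621 to 75100589. Csf1 ranked 1314 of 13445 genes by its fold of 1.29 in the authors' deposited table. Il34, which encodes another ligand of the CSF1 receptor, had a fold of 1.09 in the authors' deposited table and was not called.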

**Fig. 1:**
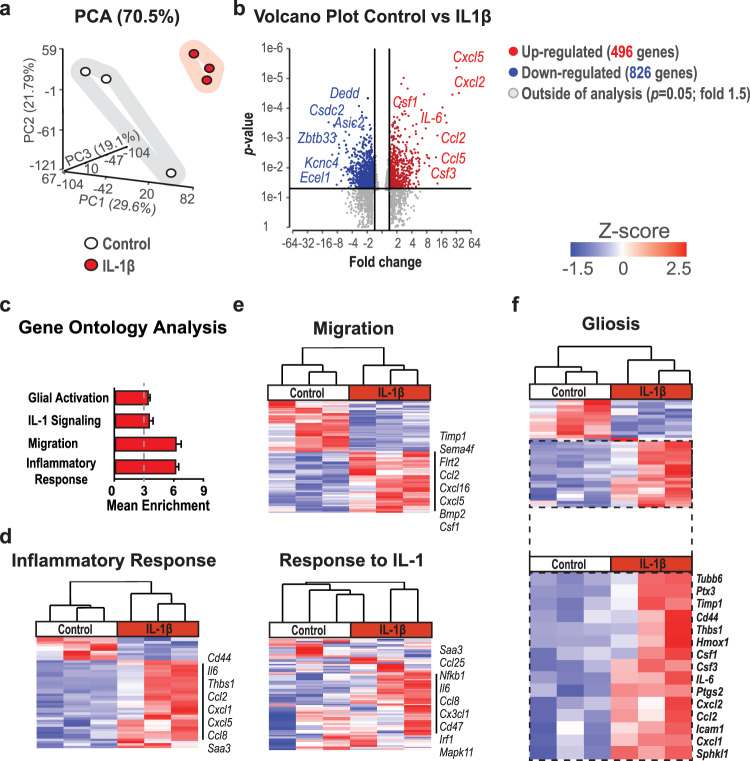
IL-1 induces a specific reactive phenotype in EGCs. EGCs were treated with IL-1β (10 ng/ml) or vehicle (control) for 24 h and processed for bulk-RNA-Seq. **a** PCA plot shows a clear separation between both groups. **b** Volcano plot showing all significantly regulated genes. **c** Gene ontology (GO) analysis of IL1β-treated EGCs showing enrichment of genes connected to the indicated GO terms. **d**, **e** Heat maps of differentially expressed genes involved in “inflammatory response*”*, “migration*”*, and “response to IL-1” between IL-1β- and vehicle-treated EGCs. **f** Heat map of genes involved in “gliosis*”* highlighting the induced gene panel. Statistics were done with Fisher’s exact test, *n* = 3 per group.

We conclude that IL-1 induces a specific transcriptome activation signature in EGCs, resulting in a distinct form of EGC gliosis leading to dysmotility and POI, with possible functions in inflammatory processes in the gut.

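Some glial genes and neuron markers were lower in EGCs with IL-1β, as were the collagen gene Col6a3 and the basement membrane gene Lamc1. Of all 13445 genes tested, 1596 were lower. Of 22 measured genes of glial identity, 5 were lower and 0 higher (6 lower when adjusted over the list alone), and the list median lay at the percentile 0.04 of the random lists. The medians of the neuron markers and of the collagens and basement membrane genes lay at the percentiles 0.25 and 0.26. The cadherin Cdh19 was 2.07-fold lower, the gap junction gene Gja1 2.06-fold and the transcription factor Foxd3 2.41-fold in the authors' deposited table. The share of lower genes did not pass Fisher's exact test in this list (adjusted p = 0.700). Of 29 matrix remodelling genes, 3 were higher and 6 lower (3 and 6 when adjusted over the list alone), with the protease Plau 3.70-fold lower in the authors' deposited table. The list median lay at the percentile 99.3 of the random lists, and the share of higher genes passed Fisher's exact test (adjusted p = 0.0328) while that of lower genes did not (0.700). Of 15 genes of MHC class I presentation, 0 were higher and 3 lower (3 lower when adjusted over the list alone), H2-D1 by 2.57-fold in the authors' deposited table. This list median lay at the percentile 17.5, and the share of lower genes did not pass Fisher's exact test (adjusted p = 0.700). Of 33 lists that the study had not chosen and that held at least 5 measured genes, 12 had a median above and 3 below the middle 95% of the random lists. With lists of independent genes, 1.65 would be expected outside this range. Genes of a list vary together and some lists share members, so this number understates how many can lie outside by chance. Some lists also hold genes that the paper names or shows for these samples, such as Il6 and Saa3. The paper concludes that IL-1 induces a specific activation signature and a distinct form of gliosis in EGCs.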

### IL-1-induced enteric gliosis resembles the EGC reactivity profile after surgical trauma

In order to prove that the before-mentioned most prominent markers of the IL-1β-induced gliosis (see Fig. 1) are indeed selectively expressed by EGCs and not by other cell types present at low levels in EGC primary cell cultures, we used a Cre-recombinase-driven approach to analyze the expression of actively transcribed key gliosis genes. This approach is based on Cre-mediated (*Sox10*^*CreERT2*^) tagging of the ribosomal Rpl22 protein with a hemagglutinin (HA) tag and subsequent immunoprecipitation of the ribosomes, including actively transcribed mRNA (Fig. 2a and ref. ^34^). Immunofluorescence microscopy confirmed selective expression of the HA tag in SOX10^+^ EGCs in cell cultures in vitro and, importantly, in vivo within *ME* whole mounts (Fig. 2b*)*. Furthermore, after IL-1β treatment, key signature genes of gliosis (*GFAP*, *Nestin*) together with cytokines (*IL-6*, *TNFα*), chemokines (*Ccl2*, *Ccl5*, *Cxcl2*, *Cxcl5*), and growth factors (*Csf1*, *Csf3*) were selectively expressed and induced in EGCs (Figs. 2c and S2a).

**Fig. 2:**
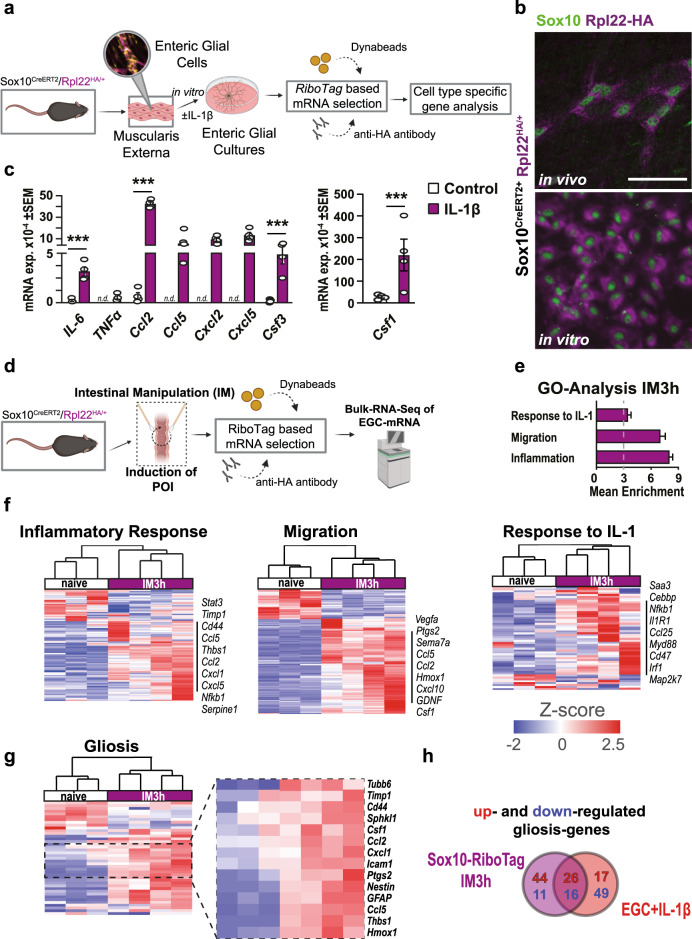
IL-1-induced enteric gliosis resembles the EGC reactivity profile after surgical trauma. **a** Schematic overview of the *RiboTag* method applied in primary EGCs treated with IL-1β (10 ng/ml) or vehicle (control) for 3 h and processed for qPCR. *n* = 4 per group. **b** Representative immunofluorescence microscopy for EGCs (SOX10^+^, green) and the *RiboTag* (HA^+^, violet) in vivo (small intestine *ME*) and in vitro (EGC cultures) from *Sox10*^*CreERT2+*^*-Rpl22*^*HA/+*^ mice. Scale bar 50 µm. **c** qPCR analysis for gliosis-associated genes in primary EGCs treated with IL-1β. Bars showing mean gene expression compared to 18S. *n* = 4. **d** Schematic overview of the *RiboTag* method applied in the POI animal model. *Sox10*^*CreERT2+*^*-Rpl22*^*HA/+*^ mice underwent intestinal manipulation to induce POI, and EGC-specific mRNA was immunoprecipitated and used for bulk-RNA-Seq. *n* = 3–4 per group. **e** GO analysis of enriched genes at IM3h. **f** Heat maps of genes involved in “inflammatory response*”*, “response to IL-1*”*, and “migration*”*. **g** Heat map of genes involved in “gliosis*”* highlighting the induced gene panel. **h** Venn-diagram of differentially expressed gliosis genes in IL-1β-treated EGCs and *Sox10*^*CreERT2+*^*-Rpl22*^*HA/+*^ mice at IM3h. Statistics were done with Student’s *t*-test. ***<0.001, * were compared to untreated EGC cultures.

As previous work implicated an immune-modulating role of EGCs in the postoperative inflammation of the *ME* resulting in POI^6,20^, we next subjected *Sox10*^*CreERT2+*^*xRpl22*^*HA/+*^ mice to intestinal surgical manipulation (IM) to investigate the reactive state of EGCs in vivo (Figs. 2d and S2b). As expected, 24 h after IM, these mice exhibited a strong postoperative infiltration of blood-derived leukocytes within the *ME* (Fig. S2c) and impaired GI-transit time (Fig. S2d), confirming regular induction of POI. Since we expected an early activation of EGCs after surgery, we then analyzed another group of the *Sox10*^*CreERT2+*^*xRpl22*^*HA/+*^ mice at an early postoperative time point (IM3h). Bulk-RNA-Seq analyses of HA-precipitated EGC-specific mRNA revealed significant gene enrichment within the terms “*IL-1-signaling*”, “*migration*”, and “*inflammation*” (Fig. 2e). Heat maps for these GO-terms confirmed the activation pattern for an inflammatory response, as well as genes involved in migration and IL-1 responsiveness (Fig. 2f). Applying our enteric gliosis gene panel, we discovered an overlap of multiple IL-1-induced and IM-induced genes in EGCs. A heat map visualized the shared, induced genes, including inflammatory mediators (e.g., *Ccl2*, *Ccl5*, *Cxcl1*), structural proteins (e.g., *GFAP*, *Nestin, Tubb6*), activation markers (e.g., *Cd44*, *Icam1*, *Hmox1*), and growth factors (*Csf1*, *Csf3*) (Fig. 2g). A Venn-diagram showed the exact transcriptional overlap in gliosis genes between IL-1β-stimulated EGCs and the reactive EGC phenotype induced by surgical trauma (Fig. 2h and Table S6). More than 20% of the up-and downregulated gliosis genes overlapped, revealing IL-1 as a substantial part of surgery-induced EGC reactivity in vivo.

### EGC-restricted IL1R1 deficiency prevents postoperative macrophage activation and protects mice from POI

Given that IL-1 induces EGC reactivity in POI, we next analyzed the functional significance of IL-1-triggered EGC gliosis on POI development. We subjected mice with an EGC-restricted IL1R1-deficiency (GFAP^cre^xIL1R1^fl/fl^, Fig. S3a) and IL1R1 competent control mice (GFAP^WT^xIL1R1^fl/fl^) to IM (Fig. 3a). To validate IL1R1-deficiency, we analyzed GFAP^Cre+^xAi14^fl/fl^ mice by immunohistochemistry for SOX10 and tdtomato expression, which confirmed a 95% overlay between the glial marker and the transgenic signal, thereby validating *Gfap* as a suitable Cre-promotor for a reliable IL1R1-deficiency in EGCs (Fig. S3b). Next, we performed bulk-RNA-Seq analysis on IM3h *ME* of conditional KO mice and wild-type littermates. The PCA plot revealed a clear separation between both groups (Fig. 3b), with 287 upregulated and 437 downregulated genes in GFAP^cre^xIL1R1^fl/fl^ mice (Fig. S3c). Genes listed under the GO-terms “glial activation”, “IL-1-signaling”, “migration”, and “inflammatory response” were enriched and more expressed in IL1R1 competent mice (Fig. 3c). A heat map of all differentially expressed genes (*p* < 0.05) revealed the downregulation of distinct gliosis genes in GFAP^cre^xIL1R1^fl/fl^ mice at IM3h, e.g., chemokines (*Ccl2*, *Cxcl1*, *Cxcl2*, *Ccl7*) and structural proteins (*GFAP*, *Cx43*, *Tubb6*) (Fig. 3d). To validate if these transcriptional alterations also affect the postoperative inflammation and the clinical outcome of POI (i.e., slow GI transit), we quantified the postoperative GI-transit and leukocyte infiltration 24 and 72 h after IM. Impressively, GFAP^cre+^xIL1R1^fl/fl^ mice were almost entirely protected from postoperative motility disturbances 24 h after IM (Fig. 3e), and leukocyte infiltration was severely reduced by more than 50% for myeloperoxidase^+^ and 45% for CD45^+^ leukocytes compared to GFAP^WT^xIL1R1^fl/fl^ mice (Figs. 3f and S3d). Gastrointestinal motility did not differ between genetically modified mouse strains (Fig. 3e) and C57BL6 wild-type mice upon surgery. Flow cytometry analyses confirmed reduced leukocyte infiltration by diminished numbers of F4/80^+^ monocyte-derived macrophages, Ly6C^+^ monocytes, activated (CD68^+^) *ME*-Macs, and Ly6G^+^ neutrophils in GFAP^cre+^xIL1R1^fl/fl^ mice (Figs. 3g and S3d). Notably, confocal microscopy confirmed decreased numbers of MHCII^+^ leukocytes around ENS ganglia in the postoperative *ME* of GFAP^cre+^xIL1R1^fl/fl^ mice (Fig. 3h), an effect probably based on the diminished expression of chemokines by EGCs. Indeed, a *NanoString* inflammatory panel revealed a severely diminished gene expression of inflammatory mediators (e.g., *Ccl2*, *Cxcl2*, *Cxcl5*), cytokines (e.g., *IL-6*), and a macrophage activation marker (*Arg1*) in the postoperative *ME* of GFAP^cre+^xIL1R1^fl/fl^ mice (Fig. 3i). In line, the postoperative increase of immune cell activation markers (*CD68*, *Mip-1a*, *Csf1*, *Csf3*), as well as gliosis markers (*IL-6*, *Ccl2*, *Nestin*, and *GFAP* was abrogated in GFAP^cre+^xIL1R1^fl/fl^ mice (Figs. 3j and S3e). Notably, similar results were observed in GFAP^cre^xMyd88^fl/fl^ mice, with an EGC-restricted Myd88-deficiency, an essential adaptor molecule in the IL1R1 pathway. GFAP^cre+^xMyd88^fl/fl^ mice showed comparable downregulated gene expression patterns as GFAP^cre+^xIL1R1^fl/fl^ mice and were protected from POI (Fig. S3f + g).

**Fig. 3:**
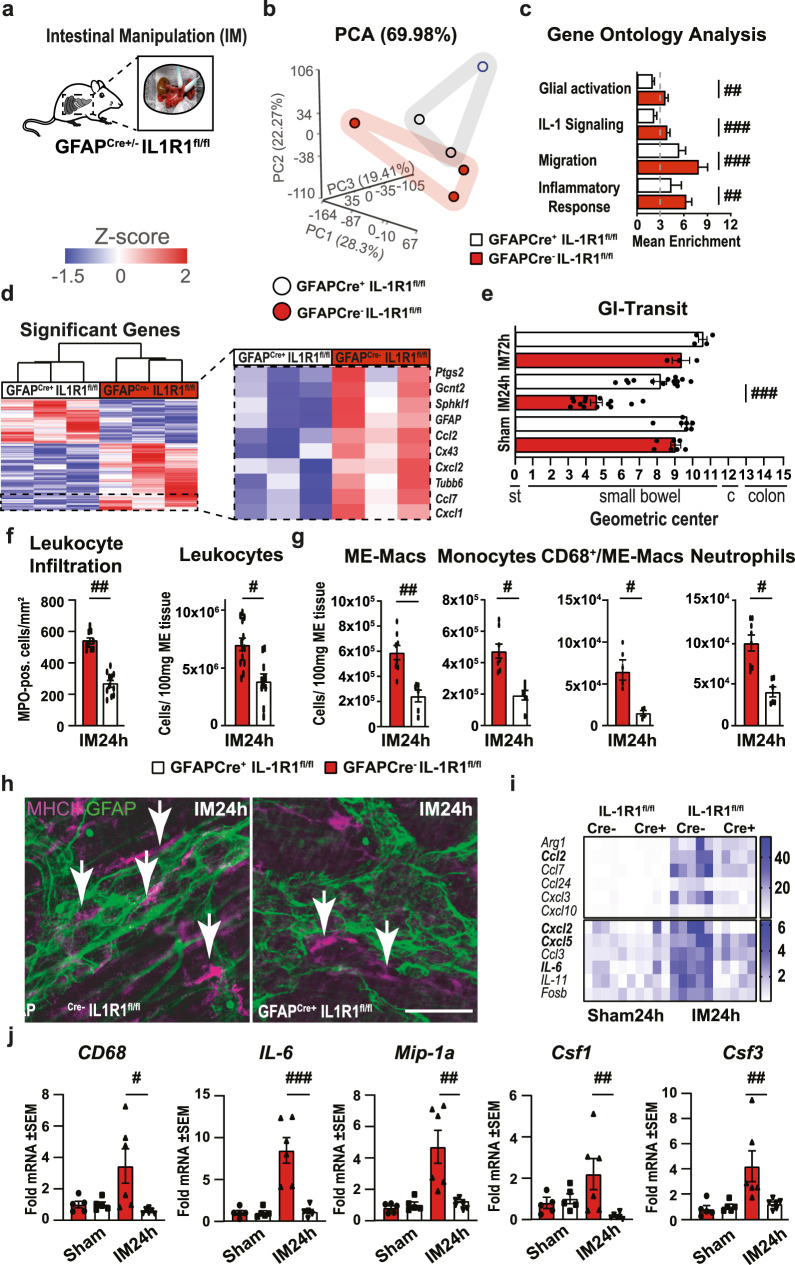
EGC-restricted IL1R1 deficiency prevents postoperative macrophage activation and protects mice from POI. **a**–**d** GFAP^Cre+^-IL1R1^fl/fl^ and GFAP^Cre-^-IL1R1^fl/fl^ mice underwent intestinal manipulation (IM) to induce POI. After 3 h, RNA of the ME was processed for bulk-RNA-Seq. *n* = 3 per group. **b** PCA plot of Cre^+^ and Cre^−^ groups. **c** GO enrichment analysis at IM3h comparing Cre^+^ and Cre^−^ animals, normalized to respective sham mice. **d** Heat map of differentially expressed genes highlighting induced gliosis genes. **e**–**j** GFAP^Cre+^-IL1R1^fl/fl^ and GFAP^Cre-^-IL1R1^fl/fl^ mice were analyzed at IM24h. **e** GI-transit analysis in IM72, IM24h, and sham24h groups of Cre^+^ and Cre^−^ mice. *n* = 7 (Sham); 14 (IM24h); 3–4 (IM72h). **f** Leukocyte infiltration quantification by MPO histology and FACS in IM24h groups of Cre^+^ and Cre^−^ mice. *n* = 10 per group. **g** FACS analysis for *ME*-Macs (CD45^+^, F4/80^+^), monocytes (CD45^+^, Ly6C^−^, Ly6G^+^), activated ME-Macs (CD68^+^, F4/80^+^), and neutrophils (CD45^+^, Ly6C^+^, Ly6G^−^) in IM24h groups of Cre^+^ and Cre^−^ mice. *n* = 5 per group. **h** Representative immunofluorescence microscopy of *ME* whole mounts showing EGCs (GFAP^+^, green) and ME-Macs (MHCII^+^, violet) in IM24h groups of Cre^+^ and Cre^−^ mice. Scale bar 50 µm. **i**, **j** Gene expression analysis by inflammatory *NanoString* panel (**i**) and by qPCR (**j**) for genes related to inflammation (*IL-6*) and immune cell activation (*CD68*, *Mip-1a, Csf1, Csf3*) at IM24h in Cre^+^ and Cre^−^ mice, normalized to corresponding sham groups. *n* = 5 per group. Statistics were done with Student’s *t*-test and Fisher’s exact test. # < 0.05, ## < 0.01, ###<0.001, # were compared to Cre^−^ littermates.

Based on these data, we conclude that an IL-1-mediated macrophage-glial interaction might be critical in POI development.

### Intestinal organotypic cultures demonstrate IL-1-dependent involvement in ME-Mac-EGC interactions

Previously, we and others have shown that resident *ME*-Macs also play a critical role in POI. The close anatomical relation between EGCs and resident *ME*-Macs and the multiple immune mediators released by EGCs that can activate macrophages indicate that these cells communicate with each other, and EGCs might influence *ME*-Mac activation. However, upon surgical manipulation, inflammation attracts monocyte-derived macrophages that can hardly be distinguished from resident *ME*-Macs. In order to focus exclusively on the latter’s response, we established an in vitro intestinal organotypic culture (IOC) model that closely reflects the resident in vivo cell composition and structures without being compromised by infiltrating immune cells. An aseptic separation procedure of the mouse jejunum *ME* was used to simulate the mechanical activation after surgical trauma. Separated *ME* specimens were either directly used as controls or cultivated for 3 h, reflecting the IM3h time point of the in vivo model (Fig. 4a). Notably, the separation procedure produced a stronger immune response in the *ME* than the gentle in vivo IM, which was indicated by the increased gene expression of gliosis genes in IOCs than in vivo manipulated ME after 3 h (Fig. S4a). Immunofluorescence microscopy for the activation marker FOSb as well as SOX10 and β-3-tubulin (TUBB3) showed intact and activated FOSb^+^ EGCs after 3 h incubation but no activation in control *ME* (Fig. S4b). Strong *Fosb* induction was confirmed by qPCR (Fig. S4c). Interestingly, after the 3 h incubation period, we counted significantly more activated CD68^+^ *ME*-Macs around enteric ganglia (Figs. 4b + c and S4d). Moreover, 3D reconstruction identified the near localization of CD68^+^ *ME*-Macs around enteric ganglia (Fig. S4e). In line with our in vivo POI mouse data, qPCR measurements of established markers for gliosis (*Nestin*, *GFAP*), intestinal inflammation (*IL-6*, *IL-1β*, *Ccl2*), and immune cell activation (*Mip-1a*, *CD68, Csf1*, *Csf3*), showed significant induction in the 3 h cultured IOCs (Fig. 4d). We transferred this model also to IOCs generated from GFAP^cre+^xIL1R1^fl/fl^ and their Cre-negative littermates. The former showed a weaker induction of gliosis, intestinal inflammation, and immune cell activation genes (Fig. 4e), indicating that the absence of EGC-specific IL-1-signaling reduces the trauma-induced *ME*-Mac activation.

**Fig. 4:**
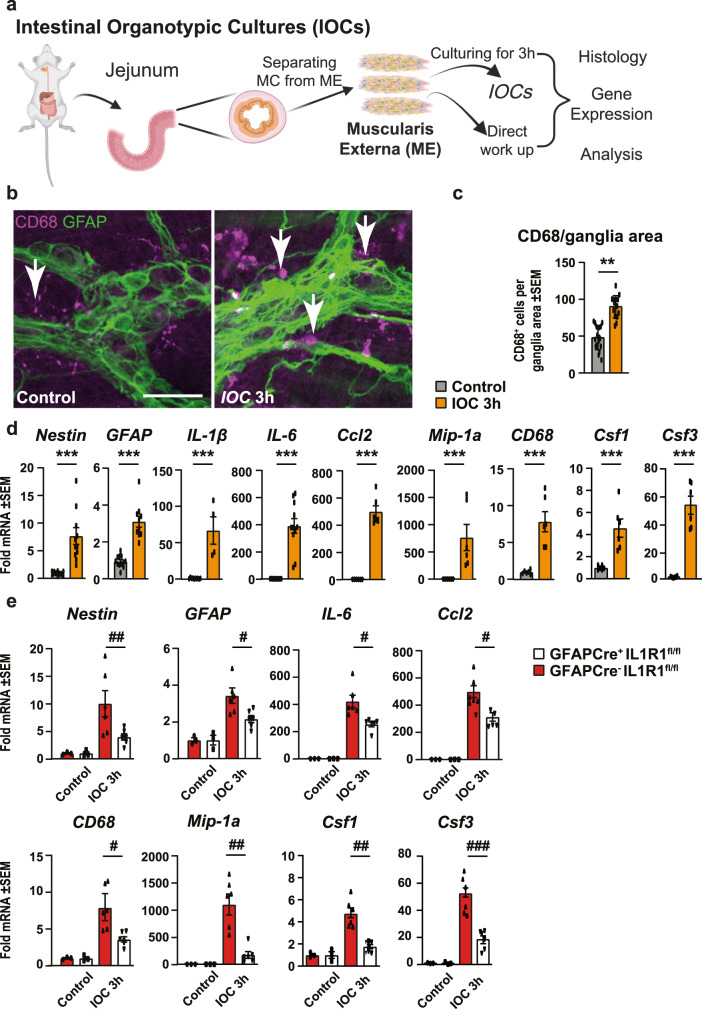
Intestinal organotypic cultures demonstrate IL-1-dependent involvement in ME-Mac-EGC interactions. **a** Experimental workflow scheme. Intestinal organotypic cultures (IOC) from *muscularis externa* (*ME*) were prepared from C57BL/6 wild-type mouse jejunum by surgical dissection of the *lamina propria* and mucosa tissue, a procedure that mimics the surgical trauma in vivo. This model allows the analysis of resident cell types in the absence of any infiltrating blood-derived immune cells. IOCs were either directly processed or incubated for 3 h, corresponding to the IM3h time point in the POI mouse model. *n* = 6 per group. **b**, **c** Histological visualization (**b**) and quantification (**c**) of activated macrophages (CD68^+^, violet) surrounding enteric ganglia (GFAP+, green). *n* = 5 mice per group; quantifying ganglia in 3–4 IOCs per mouse. Scale bar 50 µm. **d** Gene expression analysis in IOCs by qPCR for genes involved in “enteric gliosis*”* (*Nestin, GFAP*), *inflammation* (*IL-1β, IL-6, Ccl2*), and *immune cell activation* (*Mip-1a, CD68, Csf1, Csf3*). **e** IOCs were prepared from GFAP^Cre+^-IL1R1^fl/fl^ and GFAP^Cre-^-IL1R1^fl/fl^ mice according to the same experimental workflow shown in **a** and either directly processed or incubated for 3 h. Gene expression analysis by qPCR for genes involved in “enteric gliosis”, “inflammation”, and “immune cell activation”. *n* = 3–8 per group. Statistics were done with Student’s *t*-test. */#<0.05, **/##<0.01, ***/###<0.001, All * compared to control IOCs, all # compared to Cre^−^ littermates.

### The impact of EGC-derived factors on macrophage function

To further elucidate the interactions of EGCs and *ME*-Macs, we treated primary EGCs with IL-1β or vehicle and transferred the conditioned media (CM) to IL1R1-deficient bone-marrow-derived macrophage (BMDM) cultures (Fig. 5a). 

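Of the cell type lists, that of fibroblast markers had the highest median in control EGC cultures, followed by that of glial genes. The median of the authors' means in control cultures was 412.7 for 12 fibroblast markers and 85.4 for 22 glial genes. It was 38.0 for 15 neuron markers, 12.3 for 9 smooth muscle markers, 10.8 for 9 endothelial and pericyte markers, 6.08 for 7 macrophage genes and 3.52 for 6 epithelial and mesothelial markers. The median of all genes was 16.2, and of 8 lymphocyte markers 0 had a row in the table. Dcn and Col3a1, which encode matrix proteins, had authors' means of 6593 and 3300 in control cultures in the authors' deposited table. Cryab and Ngfr, expressed in glia, had authors' means of 725 and 649, and Gap43, a protein of growing neurites that glia can also express, 868 in the same deposited table. Lyz2, a lysozyme of myeloid cells, had an authors' mean of 113.5 in control cultures in the authors' deposited table. Levels of different genes do not give shares of cells, since each cell type holds its own amount of each transcript. Which cells gave these transcripts is not known here.

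**Figure D2:**
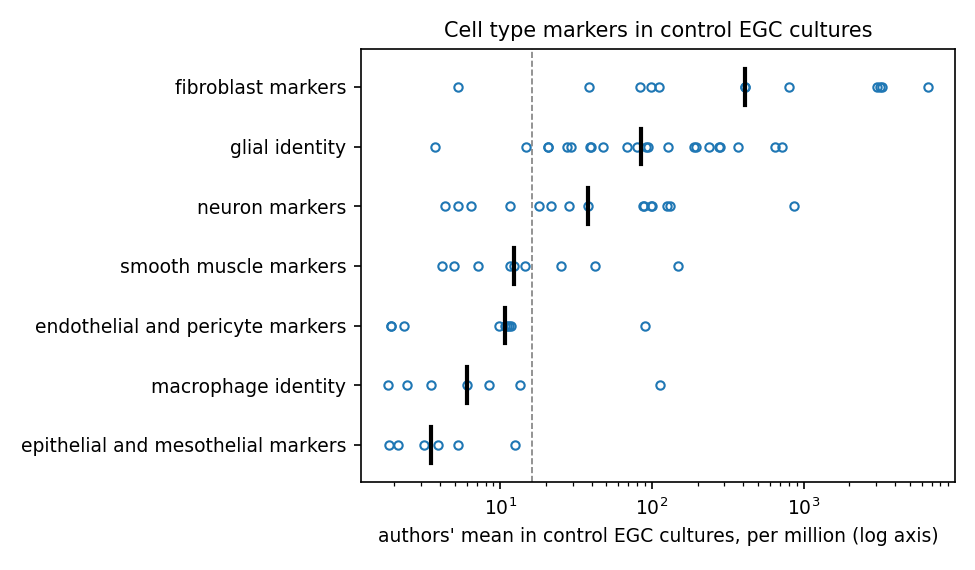
Authors' mean of each marker gene in control EGC cultures on a log axis (horizontal), by cell type (vertical), from the authors' deposited table. Circles are genes, black bars are list medians and the dashed line is the median of all genes; the fibroblast bar lies farthest to the right and the epithelial and mesothelial bar farthest to the left.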

The primary EGC cultures consist of at least 80% glia and low amounts of neurons (Fig. S5a) and fibroblasts, verified by ICC^20^ and RNA-Seq analysis for relevant cell type markers (Fig. S5b). To verify the IL-1-induced gliosis and routinely perform quality control of the CMs, we measured protein levels of prominent inflammatory markers, IL-6 and CCL2 (Fig. S5c). Moreover, to confirm that only the EGCs in our primary cultures react to the IL-1-activation by releasing inflammatory mediators, we generated primary EGCs from GFAP^Cre+^xIL1R1^fl/fl^ and GFAP^WT^xIL1R1^fl/fl^ mice. GFAP^Cre+^ EGC cultures showed lower expression of inflammatory mediators on protein (Fig. S5d) and mRNA (Fig. S5e) levels, proving that these factors are released by EGCs into the CM after IL-1 treatment (CM^IL-1^).

**Fig. 5:**
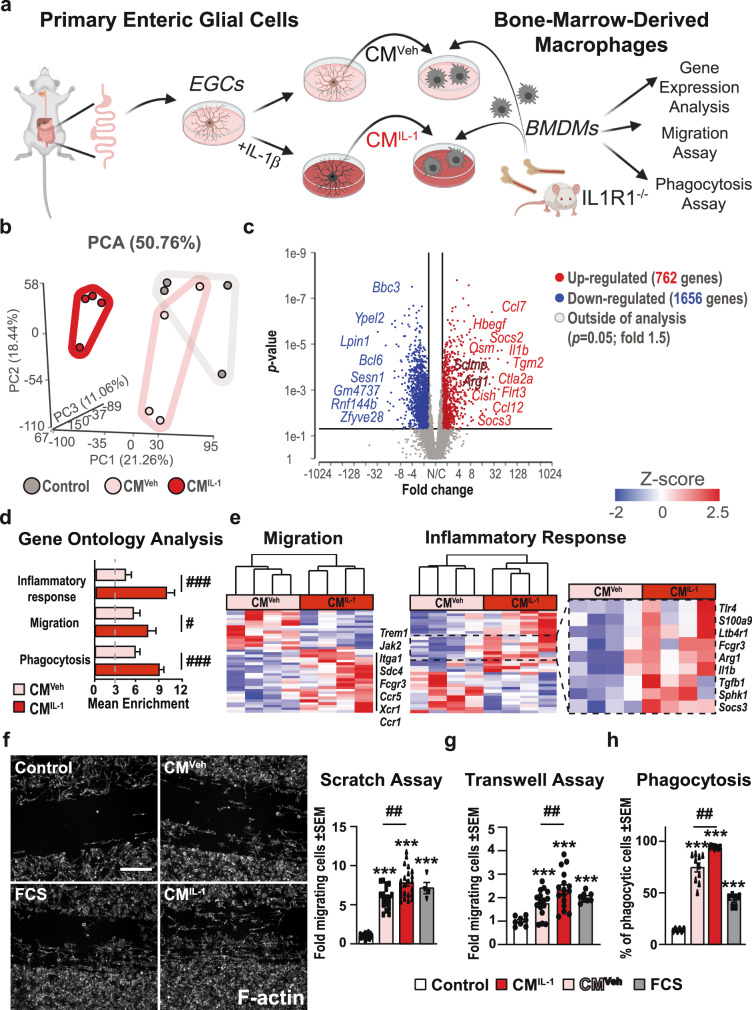
The impact of EGC-derived factors on macrophage function. **a** Schematic overview showing the generation of primary EGCs and production of CM^IL-1^ (EGCs treated with IL-1β (10 ng/ml) for 24 h) and CM^Veh^ before transferring CM to Bone-marrow-derived macrophages (BMDMs). BMDMs were isolated from IL1R1^−/−^ mice to exclude any side effects of IL1β-residues in the collected CM^IL-1^. After BMDM maturation, cells were treated with CM^IL-1^, CM^Veh,^ or were left untreated for 3 h (RNA-Seq) and 24 h (functional assays). **b** Bulk-RNA-Seq analyses of BMDMs after 3 h incubation showed a separation between the three treatment groups in a PCA plot. *n* = 4 per group. **c** Volcano plot from bulk-RNA-Seq analyses of BMDMs after 3 h treatment with CM^IL-1^ or CM^Veh^ highlighting the top 20 regulated genes (Fold 2, *p*-value 0.05). **d**, **e** GO enrichment analysis in BMDMs after CM^IL-1^ and CM^Veh^ stimulation and heat maps of genes involved in “migration*”* and “inflammatory response*”* highlighting induced genes related to macrophage function. **f**–**h** BMDMs were processed 24 h after CM incubation in **f** scratch (*n* = 4 independent BMDM cultures; multiple technical replicates per culture; Control (20 readings); CM^Veh^ (20 readings); CM^IL-1^ (20 readings); FCS (4 readings). **g** transwell (*n* = 3 independent BMDM cultures; multiple technical replicates per culture; Control (8 readings); CM^Veh^ (16 readings); CM^IL-1^ (16 readings); FCS (8 readings), and **h** phagocytosis (*n* = 3 independent BMDM cultures; multiple technical replicates per culture; Control (6 readings); CM^Veh^ (10 readings); CM^IL-1^ (10 readings); FCS (6 readings) assays. Scale bar 100 µm. Statistics were done with Student’s *t*-test and Fisher’s exact test. */#<0.05, **/##<0.01, ***/###<0.001, All * compared to control BMDMs, all # compared to CM^Veh^-treated BMDMs.

After 3 h treatment with the EGC-conditioned media, BMDMs were analyzed by bulk-RNA-Seq. 

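BMDMs are macrophages grown from bone marrow, here of IL1R1-deficient mice, and their RNA was sequenced as 4 libraries each of BMDMs with CM IL-1, with CM Veh and without conditioned medium. EGCs had received IL-1β at 10 ng/ml or vehicle for 24 h before their medium was taken. The paper describes the control BMDMs as untreated, and the sample labels give their medium as RPMI. By the paper's methods, EGCs were kept in neurobasal medium with supplements. In every comparison against control, the change of medium is thus confounded with factors from glia. The authors' deposited table holds 11200 genes and the comparisons of CM IL-1 and of CM Veh against control and of both media against each other, again with group means and no value per library, so that depth is unknown. All 11200 genes had an authors' mean of at least 1 in a group, and p-values were adjusted and genes called as for EGCs. The median log2 ratio of all genes was −0.19 with CM IL-1 and −0.03 with CM Veh against control, and −0.14 with CM IL-1 against CM Veh. Both comparisons against control use the same control libraries. The authors' mean of Il1r1, the gene targeted in these mice, was 2.88 in control BMDMs, 8.69 with CM Veh and 9.57 with CM IL-1 in the authors' deposited table (adjusted p = 0.300 and 0.0628 against control). These reads come from the 3′ end of transcripts, and where the deleted part lies is not given in the sources used here, so the values do not check the genotype. Csf1r, the receptor that keeps macrophages alive, had authors' means of 943.5 in control BMDMs, 784.4 with CM Veh and 728.2 with CM IL-1 in the authors' deposited table and was called with neither medium (adjusted p = 0.470 and 0.141).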

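Il1b and the arginase gene Arg1 were among the genes whose means lay farthest apart between the BMDM groups. The authors' mean of Il1b was 7.5 in control BMDMs, 67.9 with CM Veh and 381.6 with CM IL-1 in the authors' deposited table. That of Arg1 was 6.45, 92.1 and 333.5 in the same order in the authors' deposited table. Over 11200 genes, the root mean square of the log2 ratios was 0.73 between CM IL-1 and control, 0.53 between CM Veh and control and 0.39 between the media. A fold over 2 separated the means of 12.4%, 5.98% and 2.34% of the genes. Principal components need values per library and were not computed. At an unadjusted p under 0.05 there were 2901 genes between CM IL-1 and control, 1529 between CM Veh and control and 605 between the media, against 560.0 expected with no difference. After adjustment 0 genes were called higher and 0 lower between the media, where the smallest adjusted p was 0.427. At an unadjusted p under 0.05 and a fold over 1.5, 98 genes were higher and 286 lower with CM IL-1 than with CM Veh.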

The resulting PCA demonstrated a clear separation of the groups (Fig. 5b). Notably, we already observed altered functionality between naïve BMDMs and those treated with CM of vehicle-treated EGCs (CM^Veh^). This effect was even more pronounced in BMDMs treated with the CM^IL-1^ (Fig. S5f), resulting in 762 up- and 1656 downregulated genes (Fig. 5c). 

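BMDMs given CM Veh already differed from control BMDMs: 55 genes were higher and 28 lower. Chemokines for monocytes led the higher genes, with Ccl7 17.6-fold and Ccl2 10.4-fold higher in the authors' deposited table (adjusted p = 0.00189 and 0.0441). Il4ra, the receptor chain for IL-4 and IL-13, was 5.37-fold higher (adjusted p = 7.08e-04) and Jag1, a Notch ligand, 8.32-fold higher (adjusted p = 0.00869) in the authors' deposited table. The transglutaminase gene Tgm2 and the adenosine receptor gene Adora2b were 8.49-fold and 7.32-fold higher in the authors' deposited table. Of 12 chemokines for monocytes and lymphocytes, 3 were higher and 0 lower (3 when adjusted over the list alone), and of 21 JAK-STAT target and feedback genes, 4 were higher and 0 lower (7 when adjusted over the list alone). Slc40a1, the iron exporter ferroportin, was 3.66-fold lower (adjusted p = 0.0438) and Mxd4, a repressor that opposes MYC, 3.52-fold lower (adjusted p = 0.00869) in the authors' deposited table. The genes 9930111J21Rik2, Crebrf and Ppfibp2 were 3.21-fold, 2.97-fold and 2.85-fold lower in the authors' deposited table. Mapk14, which encodes the kinase p38α, was 2.06-fold lower in the authors' deposited table. Without adjustment of the p-values, 465 genes were higher and 603 lower. Of 48 phagocytosis and uptake genes, 0 were called in either direction (1 higher when adjusted over the list alone).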

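With CM IL-1, 308 genes were higher and 582 lower than in control BMDMs. Ctla2a, a cysteine protease inhibitor, was 82.2-fold higher (adjusted p = 0.00373) and Inhba, a subunit of activin A, 33.9-fold higher (adjusted p = 0.0213) in the authors' deposited table. Socs2 and Cish, feedback inhibitors of JAK-STAT signaling, were 41.0-fold and 80.2-fold higher in the authors' deposited table (adjusted p = 4.65e-04 and 0.00292), and Hbegf, an epidermal growth factor family ligand, 23.4-fold (adjusted p = 4.65e-04). Among the lower genes were Bcl6, a transcriptional repressor, at 9.91-fold (adjusted p = 0.00873), the stress-induced Sesn1 at 9.46-fold (adjusted p = 0.0124) and Fgd4, an activator of the GTPase Cdc42, at 8.04-fold (adjusted p = 0.00502) in the authors' deposited table. Rasgef1b, an activator of Ras family GTPases, and the transcription factor gene Pou2f2 were 7.08-fold and 6.89-fold lower in the authors' deposited table. The 21 measured genes marked in Fig. 5c held 12 higher and 6 lower genes (13 and 8 when adjusted over the list alone), which is not independent evidence, as the study marked them on these samples. Without adjustment of the p-values, 618 genes were higher and 1653 lower. The paper states that the effect was more pronounced with CM IL-1 than with CM Veh, and after its migration and uptake assays it proposes that factors from IL-1β-stimulated EGCs alter macrophages far more than those from resting EGCs.

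**Figure D3:**
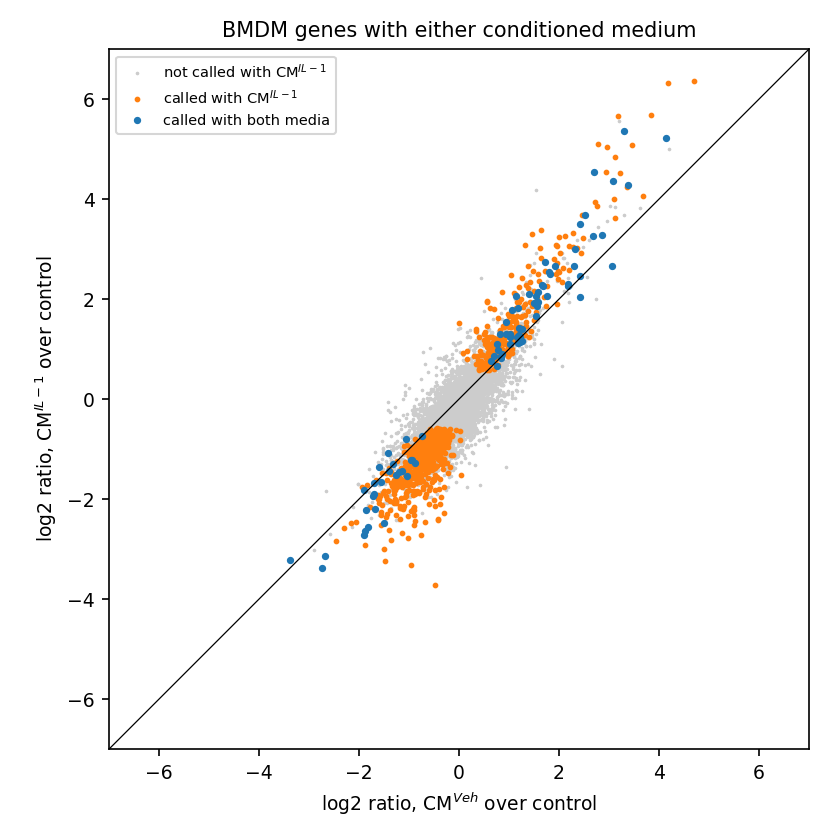
Log2 ratio over control of each of 11200 genes in BMDMs with CM Veh (horizontal) and with CM IL-1 (vertical), from the authors' deposited table. Grey dots were not called with CM IL-1, orange dots were called with CM IL-1 and blue dots with both media; the line marks equal ratios, and most orange and blue dots lie in the lower left and upper right corners.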

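Part of the genes of alternatively activated macrophages were higher in BMDMs given CM IL-1. Of 11 measured M2 genes, 4 were higher and 0 lower than in control BMDMs (6 higher when adjusted over the list alone; Fisher's exact test, adjusted p = 5.65e-04). With CM Veh against control 2 were higher and 0 lower (Fisher's exact test, adjusted p = 0.00675), and with CM IL-1 against CM Veh 0 were called (1 higher when adjusted over the list alone, 5 without adjustment), with the list median above all random lists. Arg1 was 51.7-fold (adjusted p = 0.00292), Tgm2 20.7-fold (adjusted p = 0.00132), Il4ra 11.4-fold (adjusted p = 8.23e-06) and the β-glucan receptor Clec7a 2.36-fold higher in the authors' deposited table. Arg1 lies on chromosome 10 of GRCm38 from 24915221 to 24927484. Of 10 measured M1 genes, Il1b and the costimulatory gene Cd80 were higher and the interferon-induced factor Irf1 was lower, with the same numbers when adjusted over the list alone (Fisher's exact test for higher genes, adjusted p = 0.0722). Il1b was 50.9-fold higher (adjusted p = 0.00132), Cd80 5.67-fold higher and Irf1 3.00-fold lower in the authors' deposited table. Il1b lies on chromosome 2 of GRCm38 from 129364570 to 129371139. Sphk1, a sphingosine kinase, was 14.6-fold higher in the authors' deposited table (adjusted p = 0.0241). Socs3, Tgfb1 and Tlr4 had folds of 47.2, 1.77 and 1.77 in the authors' deposited table and were not called (adjusted p = 0.0523, 0.0608 and 0.0737), although Socs3 was called among the genes with a mean of at least 10. Of the M1 and M2 markers that the study named on these samples, Il1b, Sphk1 and Arg1 were thus called over all genes, and all 6 were called when adjusted over the list alone, which is not independent evidence. With CM IL-1 against CM Veh, Arg1 and Il1b had folds of 3.62 and 5.62 in the authors' deposited table and were not called (adjusted p = 0.872 and 0.744).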

Within the list of differentially expressed genes, classical M1 (*Il1b*, *Tlr4*, *Sphk1*) and M2 (*Arg1*, *Socs3*, *Tgfb1*) markers showed that IL-1-triggered EGC factors affect the macrophage polarization status. 

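Inflammatory, migration and uptake genes each held a larger share of higher genes than the other genes in BMDMs given CM IL-1. Of 54 measured inflammatory response genes, 14 were higher and 1 was lower than in control BMDMs (23 and 1 when adjusted over the list alone). Ccl7 was 37.4-fold (adjusted p = 1.35e-04), the cytokine gene Osm 23.0-fold and Cxcl2 8.41-fold higher, and Tlr7 2.17-fold lower, in the authors' deposited table. Of 65 migration genes, 10 were higher and 4 lower (16 and 4 when adjusted over the list alone). The proteoglycan gene Sdc4 and the urokinase receptor gene Plaur were 5.61-fold and 7.63-fold higher in the authors' deposited table. The chemokine receptor gene Cxcr4, the integrin gene Itga4, Sema4d and Nrp1 were 5.12-fold, 3.71-fold, 3.15-fold and 2.07-fold lower in the authors' deposited table. Of 48 phagocytosis and uptake genes, 5 were higher and 0 lower (5 and 1 when adjusted over the list alone). Cd14 was 5.08-fold, the Fc receptor gene Fcgr3 1.94-fold and the nucleotide receptor gene P2ry6 1.56-fold higher in the authors' deposited table, beside the scavenger receptor gene Msr1 and Clec7a. The list medians lay above all random lists for the inflammatory response, at the percentile 99.99 for migration and at 64.3 for phagocytosis. Fisher's exact test for higher genes gave adjusted p = 8.13e-10, 4.12e-05 and 0.0288 in that order. With CM Veh against control, 2, 1 and 0 genes of these lists were higher, and the medians lay at the percentiles 100, 99.5 and 66.2. With CM IL-1 against CM Veh, 0 genes of these lists were called, and the medians lay at the percentiles 100, 15.4 and 85.4. Of the 13 measured genes of Fig. 5e, 7 were higher and 0 lower (11 higher when adjusted over the list alone), and these too were chosen by the study on these samples and are not independent evidence.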

GO analysis and heat maps displayed substantial changes in gene clusters for “migration”, “phagocytosis”, and “inflammatory response” (Fig. 5d + e). Consequently, we analyzed EGC-CM-treated BMDMs for migration and phagocytosis, with the FCS treatment as a positive control. In wound-healing and transwell assays, we observed increased migration of BMDMs treated with CM^IL-1^ compared to control and CM^Veh^ (Figs. 5f + g and S5g). Phagocytosis, measured by FITC-dextran uptake after 2 h, was also increased (Fig. 5h). Overall, our data indicate that EGCs already affect macrophage function and polarization under resting conditions; however, macrophage activation and functionality are far more altered by factors released from IL-1β-stimulated EGCs.

### Enteric gliosis and IL-1-signaling are involved in acute intestinal inflammation after abdominal surgery

Finally, we validated the existence of IL-1-dependent enteric gliosis in humans. Histology on intraoperatively taken jejunal specimens from patients undergoing open abdominal surgery for pancreatic head resection confirmed the close association of CD68^+^ *ME*-Macs and GFAP^+^ EGCs in the *ME* (Fig. 6a) and a strong IL1R1 expression in EGCs (Fig. S6a + b). Notably, this oncological surgery allowed the collection of tumor-free bowel samples at an early and a late time point during surgery (Fig. 6b). By validating the enteric gliosis status in the patient samples, we discovered the induction of inflammatory mediators (*IL-1α, IL-1β, IL-6*, *CCL2*, *CXCL2*), immune cell activators (*CSF1*, *CSF3*, *MIP-1a*), and EGC gliosis markers *(GFAP*, *NESTIN)* (Figs. 6c and S6c), previously identified in our mouse studies. To expand our understanding of ongoing mechanisms in the tissue after surgery, we performed bulk-RNA-Seq on early and late intraoperatively taken jejunal *ME* specimens and found more than 400-differentially regulated genes (Fig. 6d + e). In line with our murine data sets, gene clusters associated with “glial activation”, “IL-1-signaling”, “migration”, and “inflammatory response” were enriched in intestinal samples from late surgery time points (Fig. 6f), correlating with corresponding heat maps (Fig. S6d). Moreover, heat map visualization of significantly regulated genes (*p* < 0.05) revealed the upregulation of distinct gliosis genes, e.g., chemokines (*CCL2*, *CXCL2*), structural proteins (*TUBB6*), and activation markers (*HMOX1*, *SOCS3*, *ICAM1*) during surgery (Fig. 6g), indicating the manifestation of enteric gliosis during surgery. To validate the effect of IL-1 on surgical samples, we prepared human jejunal IOCs from late collected patient material and incubated them with the IL1R1-antagonist anakinra for 24 h, previously used in vivo in the POI model^6^. Anakinra-treated human IOCs showed lower expression of CCL2 and IL-6 (Fig. S6e), indicating a dampened inflammatory activation response. We finally tested if primary human EGC cultures also become reactive upon IL-1β-stimulation (Fig. 6h). We detected induction of inflammatory mediators such as *IL-6*, *TNFα*, *CCL2*, *CXCL2*, and *IL-8* on mRNA level (Fig. 6i) as well as IL-6, and CCL2 on protein level (Fig. S6f) after IL-1β treatment, underlining that the gliosis phenotype is conserved across species.

**Fig. 6:**
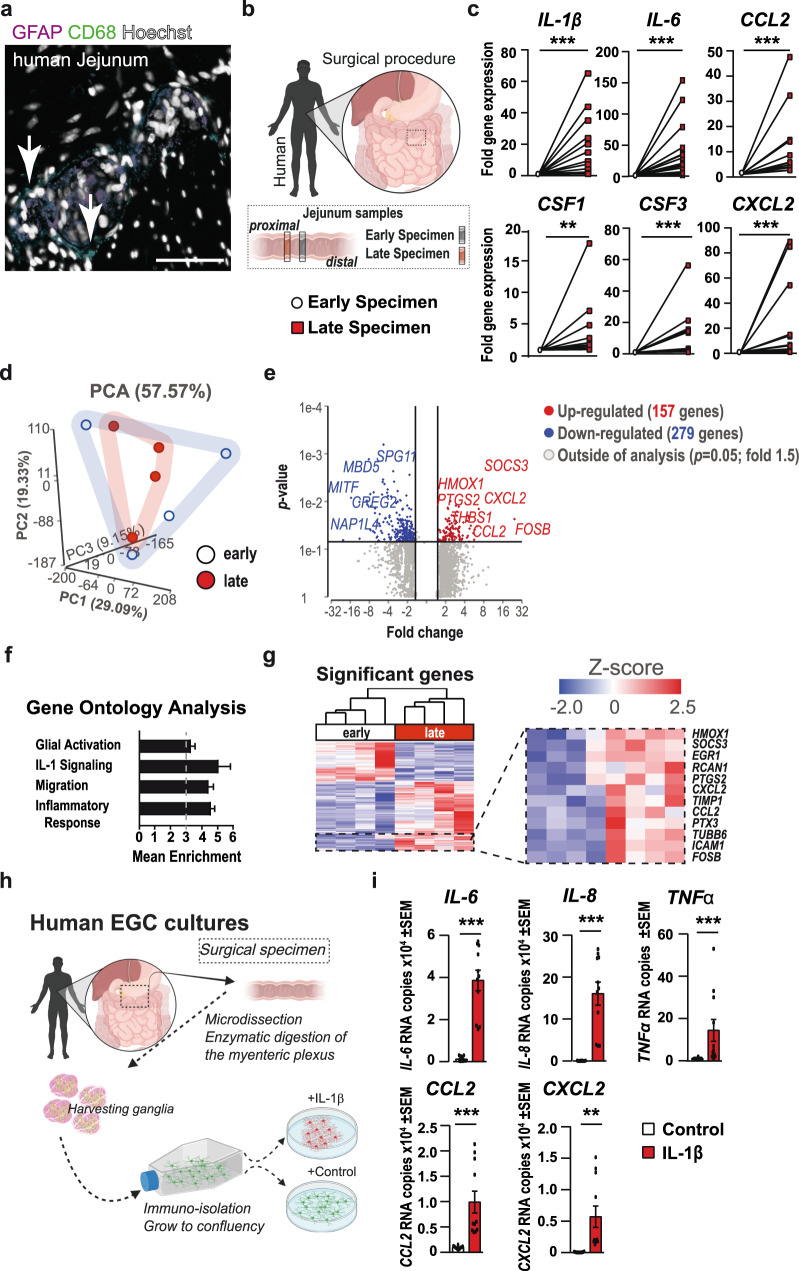
Enteric gliosis and IL-1-signaling are involved in acute intestinal inflammation after abdominal surgery. **a** Immunohistochemistry for macrophages (CD68^+^, green) and EGCs (GFAP^+^, violet) in jejunal cross-sections. Hoechst (white) was used as counterstain. White arrows indicate ganglia-associated macrophages. Scale bar 50 µm. **b** Schematic overview showing the patient specimen collection of jejunal *ME* at an early and late time point during pancreatic head resection. **c** qPCR analysis of jejunal *ME* specimens for inflammation- and macrophage function-associated genes. *n* = 10–15; IL1β (14), IL-6 (15), CCL2 (13), CSF1 (10), CSF3 (11), CXCL2 (13). **d**–**g** Bulk-RNA-Seq analysis of jejunal *ME* specimens, including a PCA plot (**d**) and a Volcano plot visualizing differentially expressed genes (**e**) between late and early specimens (*p* = 0.05, fold: 1.5). *n* = 4. **f** GO term analysis of all differentially expressed genes between early and late specimens showed enrichment in gene clusters related to “glial activation”, “IL-1-signaling”, “migration”, and “inflammatory response”. **g** Heat map of significantly regulated genes highlighting gliosis-related genes. **h** Schematic overview of the generation and treatment of primary human EGCs from patient specimens. **i** *NanoString* analysis of primary human EGCs treated with IL1β or vehicle for 24 h. *n* = 10. Data are shown as mean RNA counts. Statistics were done with Student’s *t*-test and Fisher’s exact test. *<0.05, **<0.01, ***<0.001, All * compared to early *ME* specimens or untreated hEGCs.

Together, our data demonstrate that enteric gliosis is also induced in patients and that IL-1 induces EGC reactivity and production of various mediators that can modulate *ME*-Mac activation and functionality, thereby guiding postoperative intestinal inflammation and POI.

Overall, our investigation demonstrates that IL-1 induces a reactive phenotype in mouse EGCs. This distinct enteric gliosis state is part of the postoperative immune cascade in the *ME* in both mice and humans, and an EGC-restricted IL1R1 deficiency ameliorates POI in mice. Furthermore, mediators released by reactive EGCs alter the phenotype and function of resident *ME*-Macs towards an activated macrophage type with stronger migratory and phagocytic capabilities.

## Discussion

Over the last 2 decades or so, the role of glial cells evolved from “giving structural support” to “issuing orders”, especially after trauma and under inflammatory conditions, with a multitude of examples in the central^21^ and enteric nervous system^11^. The present study advances our understanding of the molecular mechanisms in EGCs in an inflamed gut, and it provides an assessment of the communication between EGCs and macrophages during acute intestinal inflammation in POI. In particular, we demonstrate that EGCs acquired a reactive phenotype after surgical trauma and defined this reactive state as enteric gliosis. A key discovery is that IL1R1-signaling is a critical driver of EGC reactivity in this process. Furthermore, we found that reactive EGCs communicate with intestinal *ME*-Macs, whose cellular functions become altered towards an activated phenotype, characterized by increased migratory and phagocytic activity. Selective disruption of IL1R1-signaling in EGCs prevented reactive gliosis and protected mice from postoperative *ME* inflammation, motility disturbances, and POI.

Previously, we revealed that a pan-IL1R1 deficiency protected mice from postoperative bowel wall inflammation^6^. Our study added IL-1 signaling to a list of key factors in immune-mediated motility disorders that are used as an indicator for a successful therapy like the cytokine IL-6^30^, which is also induced by IL-1^6,29^, or TNFα, which is essential in the later stages of POI^37^. In POI development, various inflammatory mediators, like danger-associated molecular patterns (DAMPs: e.g., ATP^20^ and IL-1α^29^) and pathogen-associated molecular patterns (PAMPs: e.g., dsRNA^7^, and LPS^38^), play an essential role and contribute to the disease progression^39^. However, our recent work highlighted that IL1R1 is expressed on EGCs, and discovered that IL-1-signaling in EGCs might be a key component in intestinal inflammation and motility impairment after abdominal surgery^6^.

Herein, we now proved the importance of glial IL1R1-signaling with several transgenic mouse models that allowed us to precisely analyze and modify EGC reactivity in vivo and in vitro. One of these models is the *Sox10*^*CreERT2+*^*xRpl22*^*HA/+*^ (*RiboTag)* mouse, suitable for generating an in vivo “snapshot” of actively transcribed RNA selectively in EGCs^34,36^. Analysis of *RiboTag* mice confirmed that IL1R1-signaling is part of postoperative EGC reactivity. Around 2/3 of upregulated genes overlap between IL-1β-stimulated EGCs in vitro and the reactive EGC phenotype induced by IM in vivo. We conclude that an IL-1-induced EGC reactivity is a major trigger of surgery-induced enteric gliosis.

Further evidence for stimulus-selective reactivity in EGCs comes from the comparison of IL-1β- and ATP-stimulated EGCs. We recently showed that ATP induces enteric gliosis^20^. Compared to ATP, IL-1β caused a stronger induction of several chemokines, suggesting a specific role in reactive processes upon surgery. These findings imply that the term “reactive glia”, commonly used to describe a general glial activation, does not represent a hardwired phenotype as it depends on the specific stimulus. However, some genes were upregulated in ATP-and IL-1β-stimulated EGCs, including *IL-6*, *Cxcl1*, and *Cxcl2*, prominently induced in astrogliosis^40^, and *Hmox1*, a marker for neurodegeneration^41^ and reactive glial cells^42^. These genes might be part of an overarching response found in multiple reactive EGC phenotypes, pointing to a core gliosis signature across various organs and stimuli. Future comparisons of enteric gliosis signatures from other glial cell populations as well as other diseases might help to specify both the core gliosis signature and the stimulus- and disease-specific responses of reactive glial cells. Usage of published data sets from activated EGCs under inflammatory conditions (infection^35^ and colitis^36^) showed that IL-1 induced gliosis shares induced genes and shows individual molecular responses. However, the available data were collected with different approaches, mouse models, intestinal parts, and transcriptional analysis methods, providing only a rough initial idea of core genes and conditions leading to specific gliosis expression patterns. More comprehensive comparisons with multiple conditions are required and expected to be published in the future to allow reliable conclusions on core and conditions-specific gliosis signatures.

Given that IL-1-signaling induced the expression of a variety of immune mediators, which might preferably act on immune cells located in anatomical proximity, we focused on the interactions of EGCs and *ME*-Macs. These *ME*-Macs have previously been shown to be crucial in the postoperative immune response in POI^5,37,43^. An ex vivo IOC model allowed us to explicitly focus on the EGCs and ME-Macs interaction. In manipulated IOCs, we found an upregulation of several molecules depending on glial IL1R1-signaling known to act on macrophages and affect their function. Among these genes, we found unspecific macrophage activation markers (*Mip1* and *CD68*) and members of the *Csf1* family (*Csf1* and *Csf3*), which exert distinct functions on macrophage differentiation.

Furthermore, CSF1 was described as an essential factor in maintaining *ME*-Macs^44^. Although enteric neurons were first identified as a CSF1 source in the intestine^27^, a recent study by the Gulbransen group showed that EGCs produce more *Csf1* than enteric neurons in a colitis model^28^. They also showed that IL-1 triggers CSF1 release from EGC cultures in vitro *and* increases MHCII and CD68 expression in BMDM cultures. Our IOC model and in vivo data add to this hypothesis, showing that EGCs indeed produce CSF1 and activate *ME*-Macs in their native environment. Notably, the IOCs’ initial immune response was stronger than the in vivo manipulated ME response at 3 h after mechanical separation or surgical manipulation. We interpret this difference as a consequence of an increased release of additional factors due to the stronger mechanical forces applied to the IOCs during their preparation than the more gentle in vivo ME manipulation. These mediators might trigger additional immune responses independent of IL-1 release.

Consequently, IL1R1 depletion or antagonism does not dampen the cytokine production and EGC activation in the IOC model to the same extent as in the more gentle in vivo surgical manipulation approach. Here, it should be noted that the IOC does not fully reflect POI as it is missing important characteristics of POI development. First peripheral innervation of the SNS and PNS, known to modulate the ME immune response to surgery, is missing. Secondly, and more critical for the later inflammatory phase IOCs do not become infiltrated by blood-derived leukocytes, which extravasate into the *ME* after surgical manipulation. For these reasons, IOCs do not represent an ex vivo POI model but a suitable model for studying local tissue responses to mechanical or surgical trauma without systemic stimuli. Research using *ME* IOCs might be a tool to investigate how the tissue can immunologically respond in vitro to what might affect molecular and functional measurements, e.g., in pharmacological and physiological studies, respectively.

Another interesting molecule expressed by EGCs in an IL-1-dependent manner is *Csf3*. Compared to other members of the *Csf* family, *Csf3* is less well studied, and to date, it has been linked to neutrophil migration and activation^45,46^. As we also observed a prominent induction of the neutrophil chemokines *Cxcl2* and *Cxcl5* and a significant reduction of infiltrating neutrophils in GFAP^Cre^xIL1R1^fl/fl^ mice after surgery, EGCs might indeed affect the recruitment and maybe even the function of these cells. As neutrophils are not present at the beginning of intestinal surgery and instead infiltrate at later stages, an interaction of reactive EGCs with these infiltrating immune cell populations is likely and warrants future investigation. Importantly, recent studies showed that *Csf3* is able to alter macrophage polarization in vitro^47^ and induce the expression of regulatory macrophage markers in DSS-colitis^48^. In breast cancer, *Csf3*-signaling also caused immunosuppressive behavior in macrophages^49^, making *Csf3*, next to *Csf1*, one of the most promising EGC-released factors that impact the state and function of *ME*-Macs and/or infiltrating monocyte-derived macrophages.

EGC-selective IL1R1-deficiency completely abolished the expression of all the mediators directly acting on macrophages (i.e., Csf1, Csf3, Cxcl1, Cxcl2, Il6, Ccl2, and Mip1α), we expected that this would also alter macrophage transcriptomes and function. The capacity of EGCs to induce inflammatory responses in macrophages was indeed confirmed by RNA-Seq analysis showing changes in the inflammatory response and the expression of M1 and M2 markers. In addition to the general induction of immune responses, genes shaping essential macrophage functions like migration and phagocytosis were also transcriptionally altered in response to reactive EGC-released factors. The accumulation of CD68^+^ *ME*-Macs around enteric ganglia and their morphological changes towards a round-shaped cell type showed that *ME*-Mac migration and activation are increased upon exposure to EGC-derived mediators. Similar to microglia in the CNS, the attraction of *ME*-Macs to the vicinity of enteric ganglia might be part of a protective mechanism involving either rapid clearance of neuronal debris or neuroprotective features against excessive inflammatory responses to restore intestinal function. Increased resident macrophage accumulation at sites of neuronal damage is also observed in models of spinal cord^50^ and brain injury^51,52^, wherein microglia, the CNS counterparts of *ME*-Macs, accumulate in the damaged areas. Support for increased clearance of dying cells or debris comes from our observation that IL-1-triggered EGCs stimulate phagocytosis in macrophages. As ENS homeostasis is well-ordered by apoptosis and neurogenesis^53^, an enhanced elimination of damaged neurons or their protection from excessive inflammation by phagocytosis of cell debris might be a conserved mechanism. Indeed, a neuroprotective role of *ME*-Macs during homeostasis^22^ and infection has recently been shown^54^. When enteric gliosis is a key element of this neuroprotective response, a logical argumentation would be that its blockage might have detrimental effects. However, as we observed a clear improvement of POI and a reduction of postoperative inflammation by inhibiting IL1R1-mediated enteric gliosis, we suppose that neuroprotective mechanisms might play a minor role during acute postoperative inflammation and that compensatory pathways are activated to maintain this function. Another possibility is that *ME*-Mac migration to ganglia might be fundamentally a protective homeostatic mechanism, although a stronger reactive glial cell phenotype with more surgical trauma may cause an exaggerated response and activation of macrophages to act instead in a detrimental way to exacerbate the inflammatory response. Our previous work^5^ and other investigators^31^ have provided evidence that activated macrophages are essential contributors to the development of POI. We propose that glial IL1R1 knockout may protect mice from POI by causing a milder macrophage induction in these mice. However, a causative link between glia-to-macrophages-to neurons has not yet been established in our study for the glial IL1R1 knockout model and the resolution of the GI-transit phenotype in the POI model in GFAP^Cre^xIL1R1^fl/fl^ animals does not necessarily depend on a milder macrophage induction and glial-to-macrophage signaling. An alternative hypothesis to be tested is that IL1-induced EGCs directly influence enteric neurons that control peristalsis to cause POI and that a glial IL1R1 knockout prevents it. Recent studies show that EGCs can interact with enteric neurons, triggering cell death^55,56^, neuronal dysregulation^57^, and homeostasis functions^58^. These interesting questions need to be addressed in future studies. Notably, different subtypes of *ME*-Macs with different innate responsiveness have recently been described by us^7^, and previous single-cell-RNA-Seq studies revealed four distinct clusters of *ME*-Macs^22^. Unfortunately, the individual subpopulation-specific cellular functions and interactions are largely unknown, and future studies have to investigate whether EGCs preferably interact with one of these distinct subtypes.

As already stated above, besides interacting with resident *ME*-Macs, EGCs might also act on infiltrating monocytes, which are non-exclusively attracted by EGC-released CCL2. CCL2 is a major chemoattractant for monocyte-derived leukocytes in POI^32,59^. Although three groups independently demonstrated that these cells do not affect POI 24 h after surgery, they are involved in the late-phase resolution, and CCR2-deficient mice (i.e., the receptor target for CCL2) recover more slowly from POI than wild-type animals^31,32,59^. This observation might point towards a potential beneficial role of EGC-derived CCL2 in POI resolution. However, in our view, this seems unlikely as we already observed a clear improvement of POI after 24 h and normalization of GI-transit after 72 h in GFAP^Cre+^-IL1R1^fl/fl^ mice. Hence, it is evident that there is no delay in POI at later stages.

The human data included in our study showed evidence that IL-1-signaling and enteric gliosis also occur during GI-tract surgery. Although the time between sampling of the early and late intraoperative specimen was less than 3 h, the earliest time point in our mouse studies, we observed a strong induction of cytokines and chemokines comparable to murine IL-1-triggered enteric gliosis. Notably, IL-1β was also strongly induced, and human EGCs had a strong transcriptional response, indicating a preserved mechanism of enteric gliosis in rodents and humans. Moreover, the GO analyses underlined the induction of common glial activation and immune-activating pathways. The data is translatable from mice to humans, and we conclude that the blockade of IL-1-triggered enteric gliosis might therefore prevent the development of POI in surgical patients. Previous preclinical data from our group already demonstrated that an antibody-mediated depletion of IL-1α or IL-1β or pharmacological inhibition of IL1R1 by Anakinra effectively prevented POI in mice^6^. Our findings in human IOCs, isolated from surgical patients, showing reduced IL-6 and CCL2 upon ex vivo stimulation in the presence of Anakinra, confirm our theory about an immediate EGC immune-responsiveness to IL-1 signaling. These findings emphasize our view that the initial inflammatory activation of the EGC/*ME*-Mac axis is crucial for POI development, and interaction with IL-1-signaling might be rather useful for prevention than treatment of existing POI. In line, multiple trials with Anakinra show anti-inflammatory effects in inflammation-associated intestinal diseases, such as mucositis (NCT03233776) and colorectal cancer (NCT02090101). Anakinra or other pharmacological interventions targeting IL1-signaling in EGCs could potentially serve as a prophylactic treatment in POI in surgical patients to add to the benefits of ERAS (enhanced recovery after surgery) protocols^60^.

In conclusion, our study provides insights into the molecular mechanism of postoperative IL-1-triggered enteric gliosis and its consequence on the communication between EGCs and *ME*-Macs. Inhibition of this gliotic state ameliorated postoperative inflammation and protected mice from POI. Moreover, we confirmed the induction of enteric gliosis and activation of IL-1-signaling in surgical patients, supporting the idea of an intervention in the IL-1 pathway as a promising and clinically suitable strategy to prevent inflammation-induced motility disorders.

## Methods

### Animals

Experiments were performed using 8–12-week-old Sox10^CreERT2^xRpl22^HA/+^ or GFAP^cre^xIL1R1^fl/fl^ mice kept in a pathogen-free animal facility with standard rodent food and tap water ad libitum. Appropriate authorities of North-Rhine-Westphalia, Germany (81-02.04.2016.A367) approved experiments.

The POI mouse model was induced by intestinal manipulation as described previously^6^. Animals were sacrificed 3 and 24 h after manipulation.

### Murine enteric glia cell cultures

Primary enteric glial cell (EGC) cultures were obtained by sacrificing C57BL/6 or GFAP^cre+^ Ai14^fl/fl^ mice, 8–16 weeks of age, extracting the small intestine, and cleansing it with 20 ml of oxygenated Krebs-Henseleit buffer (126 mM NaCl; 2.5 mM KCl: 25 mM NaHCO3; 1.2 mM NaH2PO4; 1.2 mM MgCl2; 2.5 mM CaCl2, 100 IU/ml Pen, 100 IU/ml Strep and 2.5 μg/ml Amphotericin). The small bowel was cut into 3–5 cm long segments and kept in oxygenated ice-cold Krebs-Henseleit buffer. Each segment was then drawn onto a sterile glass pipette, and the *ME* was stripped with forceps to collect muscle tissue for further digestion steps. After centrifugation (300xg for 5 min), the tissue was incubated for 15 min in 5 ml DMEM containing Protease Type1 (0.25 mg/ml, Sigma-Aldrich) and Collagenase A (1 mg/ml, Sigma-Aldrich) in a water bath at 37 °C, 150 rpm. The enzymatic digestion was stopped by adding 5 ml DMEM containing 10% FBS (Sigma-Aldrich), centrifugation for 5 min at 300xg, and re-suspended in proliferation medium (neurobasal medium with 100 IU/ Pen, 100 μg/ml Strep, 2.5 μg/ml Amphotericin (all Thermo Scientific), FGF and EGF (both 20 ng/ml, Immunotools). Cells in proliferation media were kept at 37 °C, 5% CO_2_ for 4 days to promote the formation of enteric neurospheres. For experiments, enteric neurospheres were dissociated with trypsin (0.25%, Thermo Scientific) for 5 min at 37 °C and distributed at 50% confluency on Poly-Ornithine (Sigma-Aldrich) coated 6 well plates in differentiation medium (neurobasal medium with 100 IU/ Pen, 100 μg/ml Strep, 2.5 μg/ml Amphotericin, B27, N2 (all Thermo Scientific) and EGF (2 ng/ml, Immunotools). After 7 days in differentiation medium, mature enteric glia cells were treated with ATP (100 µM, Sigma) and IL-1 (10 ng/ml, Immunotools) and further processed for RNA isolation or their conditioned medium used for enzyme-linked immunosorbent assay (ELISA) or qPCR analysis.

### Murine bone-marrow-derived macrophage cultures

Primary bone-marrow-derived macrophage (BMDM) cultures were obtained by sacrificing IL1R1^−/−^ mice, 8–16 weeks of age, extracting the femoral bones and isolating bone-marrow stem cells with a syringe, and culturing the cells in RPMI supplemented with FCS (10%, Thermo Scientific), β-mercaptoethanol (1 mM, SIGMA) and 10 ng/ml rmCSF-1 (Immunotools). After 4 days in culture, the medium was changed to remove all dead cells, and on day 6, cells were used for all planned experiments.

For the scratch assays, BMDMs were transferred to 24-well plates and grown to 90% confluency. The “scratch” was performed with a 200 µl pipette tip, and damaged/dead cells were immediately removed by one wash step with PBS. BMDMs were treated with CM^Veh^, CM^IL−1^, neurobasal medium (NB) supplemented with 10% FCS, and NB without serum (control) for 24 h. After treatment, BMDMs were fixed with 4% PFA for 15 min and stained for F-Actin with Phalloidin FITC (Thermo Scientific) for 1 h, and processed with the fluorescence microscope Nikon TE2000 in the cell culture well plates.

For the transwell assays, BMDMs were placed in transwells (10,000 cells, Ibidi) and treated with CM^Veh^, CM^IL−1^, NB supplemented with 10% FBS, and NB without serum (control) for 3 h. Afterwards, transwells were fixed with 4% PFA for 15 min, and cells were stained for F-Actin with Phalloidin FITC (Thermo Scientific) and Hoechst for 1 h. Transwells were mounted on glass slights and processed with the fluorescence microscope Nikon TE2000.

For the phagocytosis assays, BMDMs were transferred to 24-well plates (10,000 cells/well) and treated with CM^Veh^, CM^IL-1^, neurobasal medium (NB) supplemented with 10% FBS and NB without serum (control) for 24 h. After removing the treatment medium, BMDMs were incubated with Dextran-Cascade Blue 10,000 MW (50 µg/ml, Thermo Scientific) for 1 h. Then washed two times with warmed PBS and collected by EDTA/Trypsin (0.05%) and processed by FACS analysis for high and low phagocytic cells.

### Human surgical specimens

The ethics committee of the College of Medicine at the Ohio State approved the human IRB protocol^13^ (Table S1).

The ethics committee of the University of Bonn, Germany, approved the collection of patient surgical specimens (*266_14*) (Table S2).

The human IRB protocol was approved by the ethics committee of the College of Medicine at The Ohio State University. Informed consent was obtained to procure viable human surgical tissue from the colon or small bowel from patients with polyps undergoing a colectomy (sigmoid colon) or patients undergoing Roux-en-Y by-pass surgery (jejunum) (Table S1). Human EGCs (hEGCs) in culture from 9 GI surgical specimens were used to study gene expression and IL1R1 immunoreactivity.

Human surgical tissue for the IOC experiments was collected from four patients undergoing pancreatectomy. Human jejunum specimens were collected in ice-cold oxygenated Krebs-Henseleit buffer during the surgical procedure and transported to the laboratory. Full-thickness jejunum specimens were incubated for 24 h with or without Anakinra (100 µg/ml) in DMEM/F12 with 10% FBS at 5%CO_2_ and 37 °C. After 24 h, media were collected, centrifuged, and frozen in liquid nitrogen for ELISA analyses.

### Human EGC cultures

Myenteric plexus tissue of patients was processed and cultured as described before^13,20^. Briefly, tissue collection was performed by the surgeon and immersed immediately in ice-cold oxygenated Krebs-Henseleit solution and promptly transported to the research facilities within 15 min in coordination with the Clinical Pathology Team. For isolating myenteric ganglia, tissue was pinned luminal side facing upwards under a stereoscopic microscope, and the mucosa, submucosa, and most of the circular muscle were dissected away using scissors and then flipped over to remove longitudinal muscle by dissection.

Myenteric plexus tissue was cut and enzymatically dissociated as described elsewhere (LIT) with modifications as follows: Myenteric plexus tissue was minced into 0.1–0.2 cm^2^ pieces and dissociated in an enzyme solution (0.125 mg/ml Liberase, 0.5 μg/ml Amphotericin B) prepared in Dulbecco’s modified Eagle’s medium (DMEM)-F12, for 60 min at 37 °C with agitation. Ganglia were removed from the enzymatic solution by spinning down (twice), and re-suspending in a mixture of DMEM-F12, bovine serum albumin 0.1%, and DNase 50 μg/ml DNase (once). Solution containing the ganglia was transferred to a 100 mm culture dish, and isolated single ganglia free of smooth muscle or other tissue components were collected with a micropipette while visualized under a stereoscopic microscope and plated into wells of a 24-well culture plate and kept in DMEM-F12 (1:1) medium containing 10% fetal bovine serum (FBS) and a mixture of antibiotics (penicillin 100 U/ml, streptomycin 100 µg/ml, and amphotericin B 0.25 µg/ml) at 37 °C in an atmosphere of 5% CO_2_ and 95% humidity.

After cells reach semi-confluence after 3–4 weeks (P1), hEGCs were enriched and purified by eliminating/separating fibroblasts, smooth muscle, and other cells. EGC enrichment and purification were achieved by labeling the isolated cells with magnetic microbeads linked to the anti-specific antigen, D7-Fib, and passing them through a magnetic bead separation column following the manufacturer’s instructions (*Miltenyi Biotec Inc*, San Diego, CA). This purification protocol was performed twice (P2 and P3) to reach a cell enrichment of up to 10,000 fold, and 20,000 cells were plated on glass coverslips pre-coated with 20 μg/ml laminin/P-D-Lys in 50 mm bottom glass #0 culture dishes for immunostaining and imaging or 12-well plates for IL-6 or CCl2 release experiments. Cultured hEGCs were kept until confluent and harvested for additional experiments (4 to 10 days). On the day of the experiment, hEGCs were stimulated as indicated. Parallel to this, cells at each passage were split and seeded in plastic 25 mm^2^ culture flasks and used for study in passages three to six.

### NanoString nCounter gene expression assay

The RNA quality has been evaluated using Agilent RNA 6000 Nano Chip. NanoString nCounter technology is based on the direct detection of target molecules using color-coded molecular barcodes, providing a digital simultaneous quantification of the number of target molecules. Total (RNA 100 ng) was hybridized overnight with nCounter Reporter (20 μl) probes in hybridization buffer and excess of nCounter Capture probes (5 μl) at 65 °C for 16–20 h. The hybridization mixture containing target/probe complexes was allowed to bind to magnetic beads containing complementary sequences on the capture probe. After each target found a probe pair, excess probes were washed, followed by a sequential binding to sequences on the reporter probe. Biotinylated capture probe-bound samples were immobilized and recovered on a streptavidin-coated cartridge. The abundance of specific target molecules was then quantified using the nCounter digital analyzer. Individual fluorescent barcodes and target molecules in each sample were recorded with a CCD camera by performing a high-density scan (600 fields of view). Images were processed internally into a digital format and were normalized using the NanoString nSolver software analysis tool. Counts were normalized for all target RNAs in all samples based on the positive control RNA to account for differences in hybridization efficiency and post-hybridization processing, including purification and immobilization of complexes. The average was normalized by background counts for each sample obtained from the average of the eight negative control counts. Subsequently, a normalization of mRNA content was performed based on internal reference housekeeping genes Gusb, TBP, NMNAT1, RBP1, STX1A, CTNNB1 using nSolver Software (NanoString Technologies, Seattle, WA).

### Immunohistochemistry

Whole-mount specimens were mechanically prepared by dissection of the (sub)mucosa, fixed in 4% paraformaldehyde/PBS for 30 min, permeabilized with 1% Triton-X 100/PBS for 15 min, blocked with 5% donkey serum/PBS for 1 h, and incubated with primary IgGs mentioned in appendix Table S4 at 4 °C overnight. After three PBS washing steps, secondary antibodies (Dianova, anti-rat IgG-Cy2 1:800, anti-guinea pig IgG-Cy3, anti-chicken IgY-FITC, and anti-rabbit IgG-FITC or - Cy3 1:800 were incubated for 90 min (Table S4). Specimens were mounted in Epredia Shando Immu-Mount (Thermo Scientific) and imaged on a Leica confocal imaging system or a Nikon 2000TE fluorescent microscope.

Primary cells were fixed in 4% paraformaldehyde/PBS for 30 min, permeabilized with 0.25% Triton-X 100/PBS for 15 min, blocked with 5% donkey serum in PBS for 1 h, and incubated with primary IgGs mentioned in Table S4 at 4 °C overnight.

After three PBS washing steps, secondary antibodies (Dianova, anti-mouse IgG-Cy2 1:800, anti-guinea pig IgG-FITC, and anti-rabbit IgG-FITC or - Cy3 1:800 were incubated for 60 min. Specimens were mounted in Fluorogel-Tris and imaged using a Leica confocal imaging system or a Nikon TE 2000 fluorescent microscope.

### Quantitative PCR

Total RNA was extracted from *ME* specimens at indicated time points after IM using the RNeasy Mini Kit (Qiagen, Hilden, Germany), followed by deoxyribonuclease I treatment (Ambion, Austin, TX). Complementary DNA was synthesized using the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Darmstadt, Germany). The expression of mRNA was quantified by real-time RT-PCR with primers shown in Table S3. Quantitative polymerase chain reaction was performed with SYBR Green PCR Master Mix (Applied Biosystems, Darmstadt, Germany).

### Flow cytometry (FACS)

FACS analysis was performed on isolated *ME* samples of the small bowel 24 h after IM in GFAP^Cre^xIL1R1^fl/fl^ animals. Isolation of *ME* was achieved by sliding small bowel segments onto a glass rod, removing the outer muscularis circumferentially with moist cotton applicators and cutting the *ME* into fine pieces. *ME* was digested with a 0.1% collagenase type II (Worthington Biochemical, Lakewood, NJ, USA) enzyme mixture, diluted in PBS, containing 0.1 mg/ml DNase I (La Roche, Germany), 2.4 mg/ml Dispase II (La Roche, Germany), 1 mg/ml BSA (Applichem), and 0.7 mg/ml trypsin inhibitor (Applichem) for 40 min in a 37 °C shaking water bath. Afterwards single-cell suspension was obtained using a 70 µm filter mesh and cells were stained for 30 min at 4 °C with the appropriate antibodies. For antibodies used in this study see Table S4. Flow cytometry analyses were performed on *FACSCantoI*(BD Biosciences) using *FACSDiva* software and data were analyzed with the latest *FlowJo* software (Tree Star, Ashland, OR, USA).

### Enzyme-linked immunosorbent assay (ELISA)

Release of IL-6 and CCL2 was measured in *ME* RIPA lysates isolated from small intestine segments at the indicated time points after IM. Release of IL-6 in EGC cultures incubated with various treatments was measured at the indicated time points. All ELISAs were purchased from (Thermo Scientific) and used according to the manufacturer’s instructions. Values were normalized to tissue weights or untreated EGCs. Briefly, for animal tissue, the isolated *ME* (∼50 mg) was lysed with 1xRIPA buffer for 30 min, centrifuged for 30 min at maximum speed and the protein concentration was determined with a BCA kit (Thermo Scientific). 100 µg of total protein was used to measure the release of IL-6 or CCL2 in duplicates. For EGCs, cells were treated with the indicated substances for 24 h, the supernatant was collected, centrifuged at 5000 rcf for 5 min, and snap-frozen in liquid nitrogen before being processed for the IL-6 or CCL2 ELISA.

### In vivo gastrointestinal transit

Gastrointestinal transit (GIT) was assessed by measuring the intestinal distribution of orally administered fluorescently labeled dextran-gavage 90 min after administration as described previously^6^. The gastrointestinal tract was divided into 15 segments (stomach to the colon). The geometric center (GC) of labeled dextran distribution was calculated as described previously. The stomach (st) correlates with a GC of 1, the small bowel correlates with a GC of 2–11, the cecum (c) correlates with a GC of 12, and the colon correlates with a GC of 13–15. GIT measurements were performed with sham and IM24h animals of *GFAP*^*Cre*^*xIL1R1*^*fl/fl*^ or *Sox10*^*CreERT2*^*xRpl22*^*HA/+*^ animals.

### MPO^+^-cell infiltration

Jejunal mucosa-free ME whole-mount specimens were fixed in ethanol and stained with Hanker Yates reagent (Polyscience Europe, Germany) to identify myeloperoxidase expressing cells (MPO^+^). The mean number of MPO^+^ cells/mm^2^ for 5 random areas per animal was determined. MPO^+^ measurement was performed with animals 24h after IM.

### RNA-Seq

RNA samples were extracted using the RNeasy Mini Kit (*Qiagen*). RNA-Seq libraries were prepared using the QuantSeq 3′ mRNA-Seq Library Prep Kit (*Lexogen*) according to the manufacturer’s instructions by the Genomics Core Facility of the University Hospital Bonn. The method has high strand specificity (>99.9%), and most sequences are generated from the last exon and the 3′ untranslated region. The technique generates only one fragment per transcript, and the number of reads mapped to a given gene is proportional to its expression. Fewer reads than in classical RNA-seq methods are needed to determine unambiguous gene expression levels, allowing a high level of multiplexing. Library preparation involved reverse transcription of RNA with oligodT primers, followed by removal of RNA and second-strand cDNA synthesis with random primers. The resulting fragments containing both linker fragments were PCR amplified with primers containing the Illumina adaptors and sample-specific barcodes. All libraries were sequenced (single-end 50 bp) on one lane of the Illumina Hiseq 2500. Only genes with an adjusted *p*-value below 0.05 and a minimum fold-change greater than 1.5 were considered to be differentially expressed between conditions.

### RiboTag method

*RiboTag* IP was performed according to Leven et al.^34^. Briefly, the muscle layer of the whole small bowel tissue was mechanically separated from the mucosal layer and placed in RNA*later* (Thermo Scientific). Muscle tissue was lysed on a Precellys homogenizer [Bertin Instruments] (3 × 5000 rpm, 45 s; 5 min intermediate incubation on ice) in pre-cooled homogenization buffer (50 mM Tris/HCl, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mg/ml Heparin, 100 µg/ml Cycloheximide, 1 mM DTT, 200 U/ml RNAsin, 1× Protease Inhibitor P8340), centrifuged (10 min, 10,000 × *g*, 4 °C), and supernatants saved. “Input” controls were generated from 50 µl cleared lysate. Supernatants were incubated with anti-HA antibody (5 µl; 1 mg/ml; Table S4; 4 h, 4 °C, 7 rpm) and conjugates added to 200 µl of equilibrated A/G dynabeads (Thermo Scientific) and incubated (overnight, 4 °C, 7 rpm). High salt buffer (50 mM Tris/HCl, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 100 µg/ml Cycloheximide, 0.5 mM DTT) was used to wash beads before elution of cell-specific mRNA and subsequent mRNA extraction (Qiagen RNeasy micro kit).

### Software

The software tools used for this study include Partek Flow, available from https://www.partek.com/partek-flow/#features; Subread/Feature Counts^61^, available from http://subread.sourceforge.net/; Venn-Diagram Software, available from http://bioinformatics.psb.ugent.be/webtools/Venn/; and Gene Set Enrichment Analysis, available from https://www.partek.com/partek-flow/#features.

### Statistics and reproducibility

Statistical analysis was performed with Prism V9.01 (GraphPad, USA) using Student *t*-test or one-way ANOVA as indicated. In all figures, *p*-values are indicated as *p < 0.05, **p < 0.01 and ***p < 0.001 when compared to control or **#***p* < 0.05, **##***p* < 0.01 and **###***p* < 0.001 compared to indicated samples. All plots show the means of indicated expression levels ± standard error of the mean (SEM).

For all shown RNA-seq data, the Partek software was used for all analyses. Partek software performs statistical analyses by the Fisher’s exact test and provides *p*-values with multiple testing corrections (FDR).

Experiments were repeated with more samples when the result was close to statistical significance, and sample sizes for animal studies were chosen following previously reported studies that have used the POI animal model; at least 6–10 independent mice per experimental setup. All animals were handled by standardized housing procedures and kept in precisely the same environmental conditions and were genotyped at 6 weeks of age and received a randomized number by which they were identified. Age- and sex-matched animals were grouped randomly and used in the POI animal model. All the control or experimental mice in each experimental set were treated with the same procedure and manipulation. By this, we avoided any group or genotype-specific effects due to the timing of experiments or handling of animals.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

The data sets produced in this study are available upon reasonable request and in the following databases: RNA-Seq data from mRNA of *ME*-tissue from patients in GSE149181. The *RiboTag* data of control and IM3h mice is available under the accession number *GSE198889*, and the data of EGCs treated with IL1β, and BMDMs treated with conditioned media is available under the accession number *GSE205610*. All raw data used for the main figures were included in an excel sheet named supplementary data 1.

# Supplementary material for: IL-1-dependent enteric gliosis guides intestinal inflammation and dysmotility and modulates macrophage function
**Source:** Commun Biol. 2022 Aug 12;5:811. doi: 10.1038/s42003-022-03772-4
**Supplement:** Supplementary file 2 — Supplementary Information

Title: IL-1-dependent enteric gliosis guides intestinal inflammation and dysmotility and modulates macrophage function

Short Title: IL-1-dependent enteric gliosis intestinal inflammation

Authors:

Reiner Schneider¹, Patrick Leven¹, Shilpashree Mallesh¹, Mona Breßer¹, Linda Schneider¹, Elvio Mazzotta², Paola Fadda², Tim Glowka¹, Tim O. Vilz¹, Philipp Lingohr¹, Jörg C. Kalff¹, Fievos L. Christofi^{2†}, Sven Wehner^{1*†}

†These authors contributed equally.

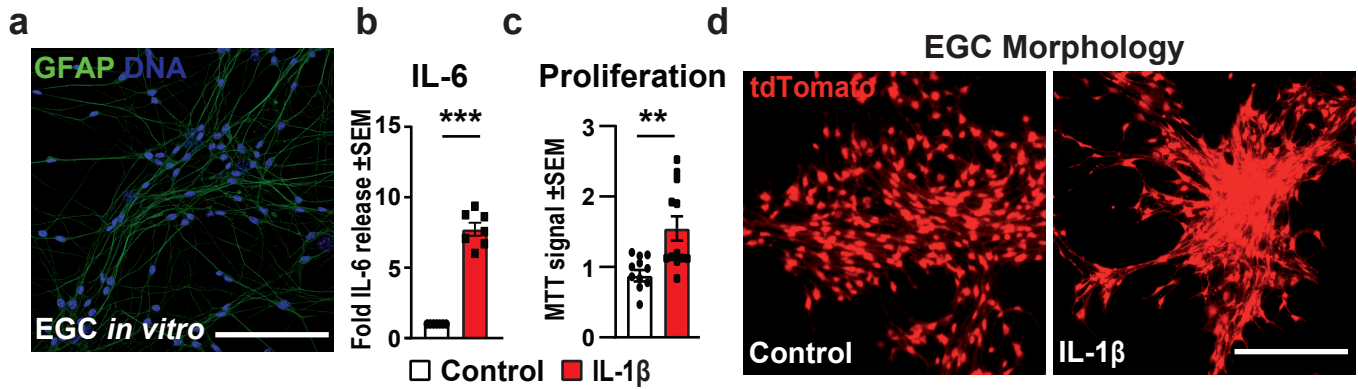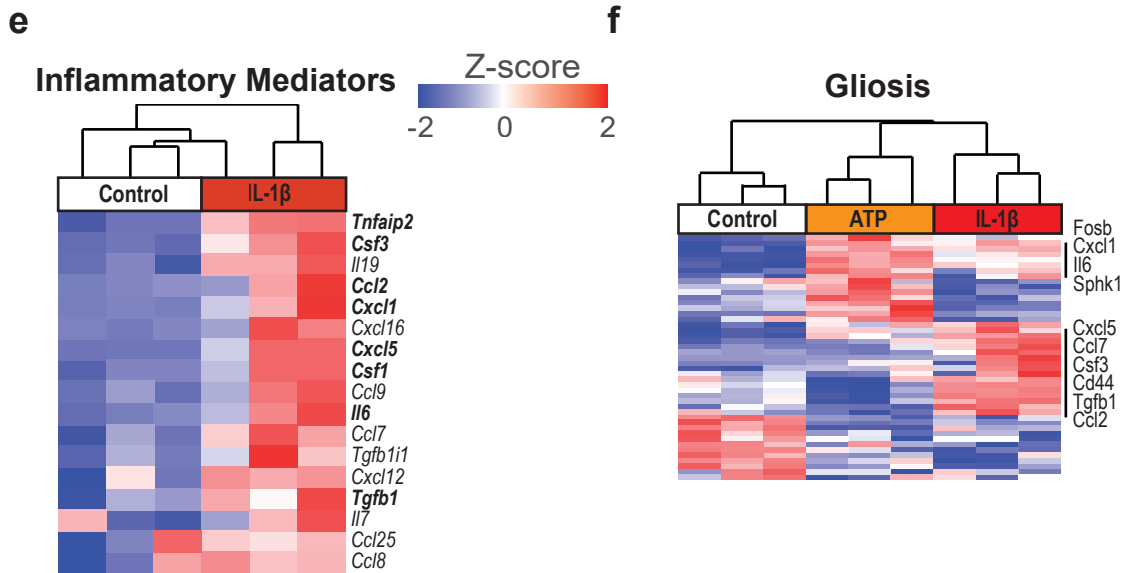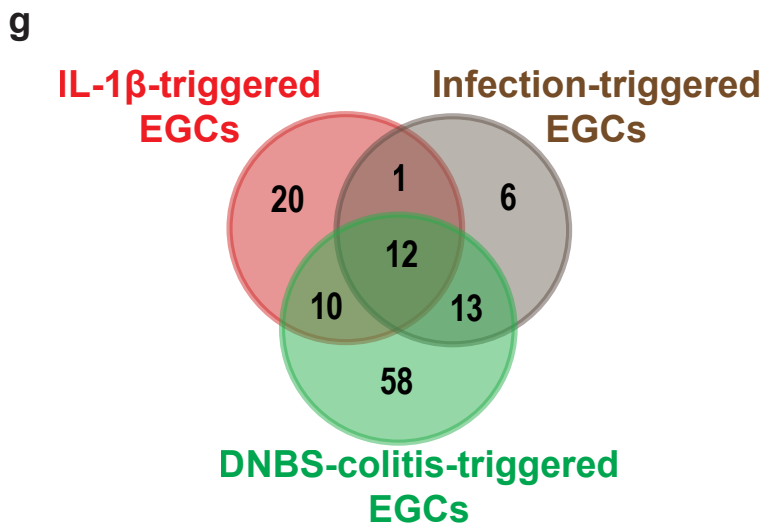

Fig. S1: IL-1 induces a specific reactive phenotype in EGCs.

(a) Immunocytochemistry for GFAP (green) and nuclei (Hoechst, blue) in primary EGCs. Scale bar 50 μ m. (b) Primary EGCs were treated with IL-1 β (10 ng/ml), or vehicle for 24h and processed for ELISA. n=8 per group. (c) Primary EGCs were treated with IL-1 β (10 ng/ml) or vehicle for 24h and processed for MTT assays to investigate proliferation. n=12 per group. (d) Live cell imaging of primary EGCs treated with IL-1 β (10 ng/ml) or vehicle for 24h. n=5. Scale bar 50 μ m. (e) Heat map of genes associated to “inflammatory mediators”. (f) Heat map of genes associated to “gliosis” showing EGCs treated with IL-1 β (10 ng/ml), ATP (100 μ M) or vehicle for 24h and processed for bulk-RNA-Seq. n=3 per group. (g) Venn diagram of induced gliosis genes showing the mutual genes between IL-1 β -triggered EGCs, infection-triggered EGCs (GSE114780) and DNBS-colitis-triggered EGCs (GSE182708). Statistics were done with Student’s t-test and Fisher’s exact test. ***<0.001, **<0.01 * were compared to untreated EGC cultures.

a

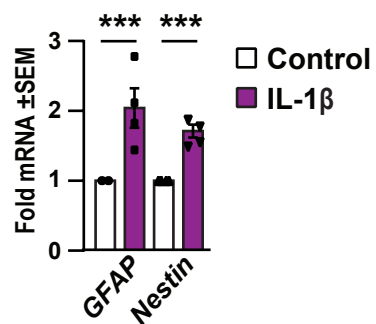

b

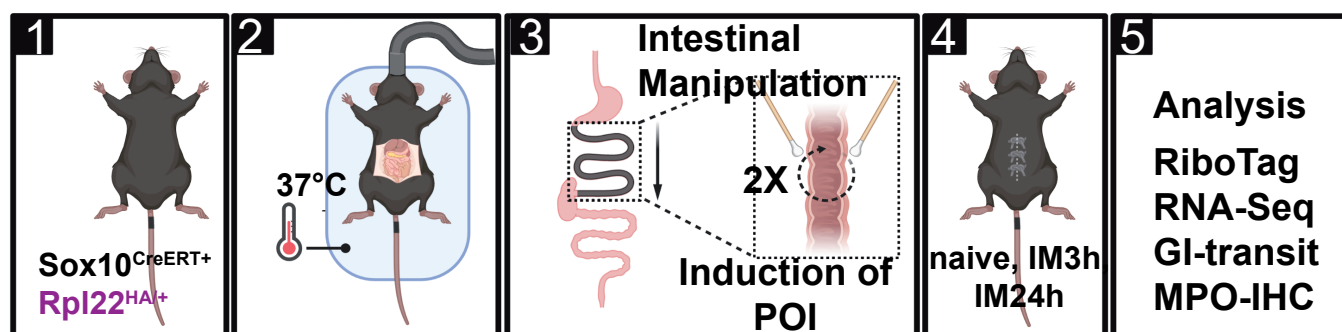

c

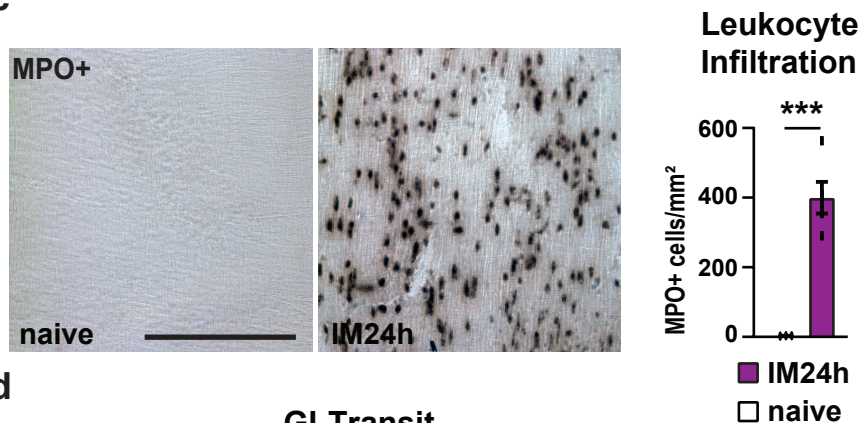

d

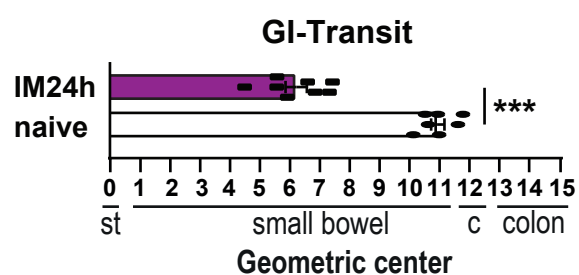

Fig. S2: IL-1-induced enteric gliosis resembles the EGC reactivity profile after surgical trauma.

(a) qPCR analysis of EGC cultures produced from *Sox10^{CreERT2+}-Rpl22^{HA/+}* mice and treated with IL-1 β for 3h. Bars showing fold change compared to untreated EGCs. n=4. (b) Experimental scheme describing the postoperative ileus animal model, investigated disease time points, and readouts. (c) Histology of myeloperoxidase (MPO⁺) cells in the ME of naïve and IM24h *Sox10^{CreERT2+}-Rpl22^{HA/+}* animals and subsequent leukocyte infiltration quantification. n=5. Scale bar 100 μ m. (d) GI-transit analysis in naïve and IM24h animals. n=5. Statistics were done with Student's t-test. ***<0.001, All * compared to controls.

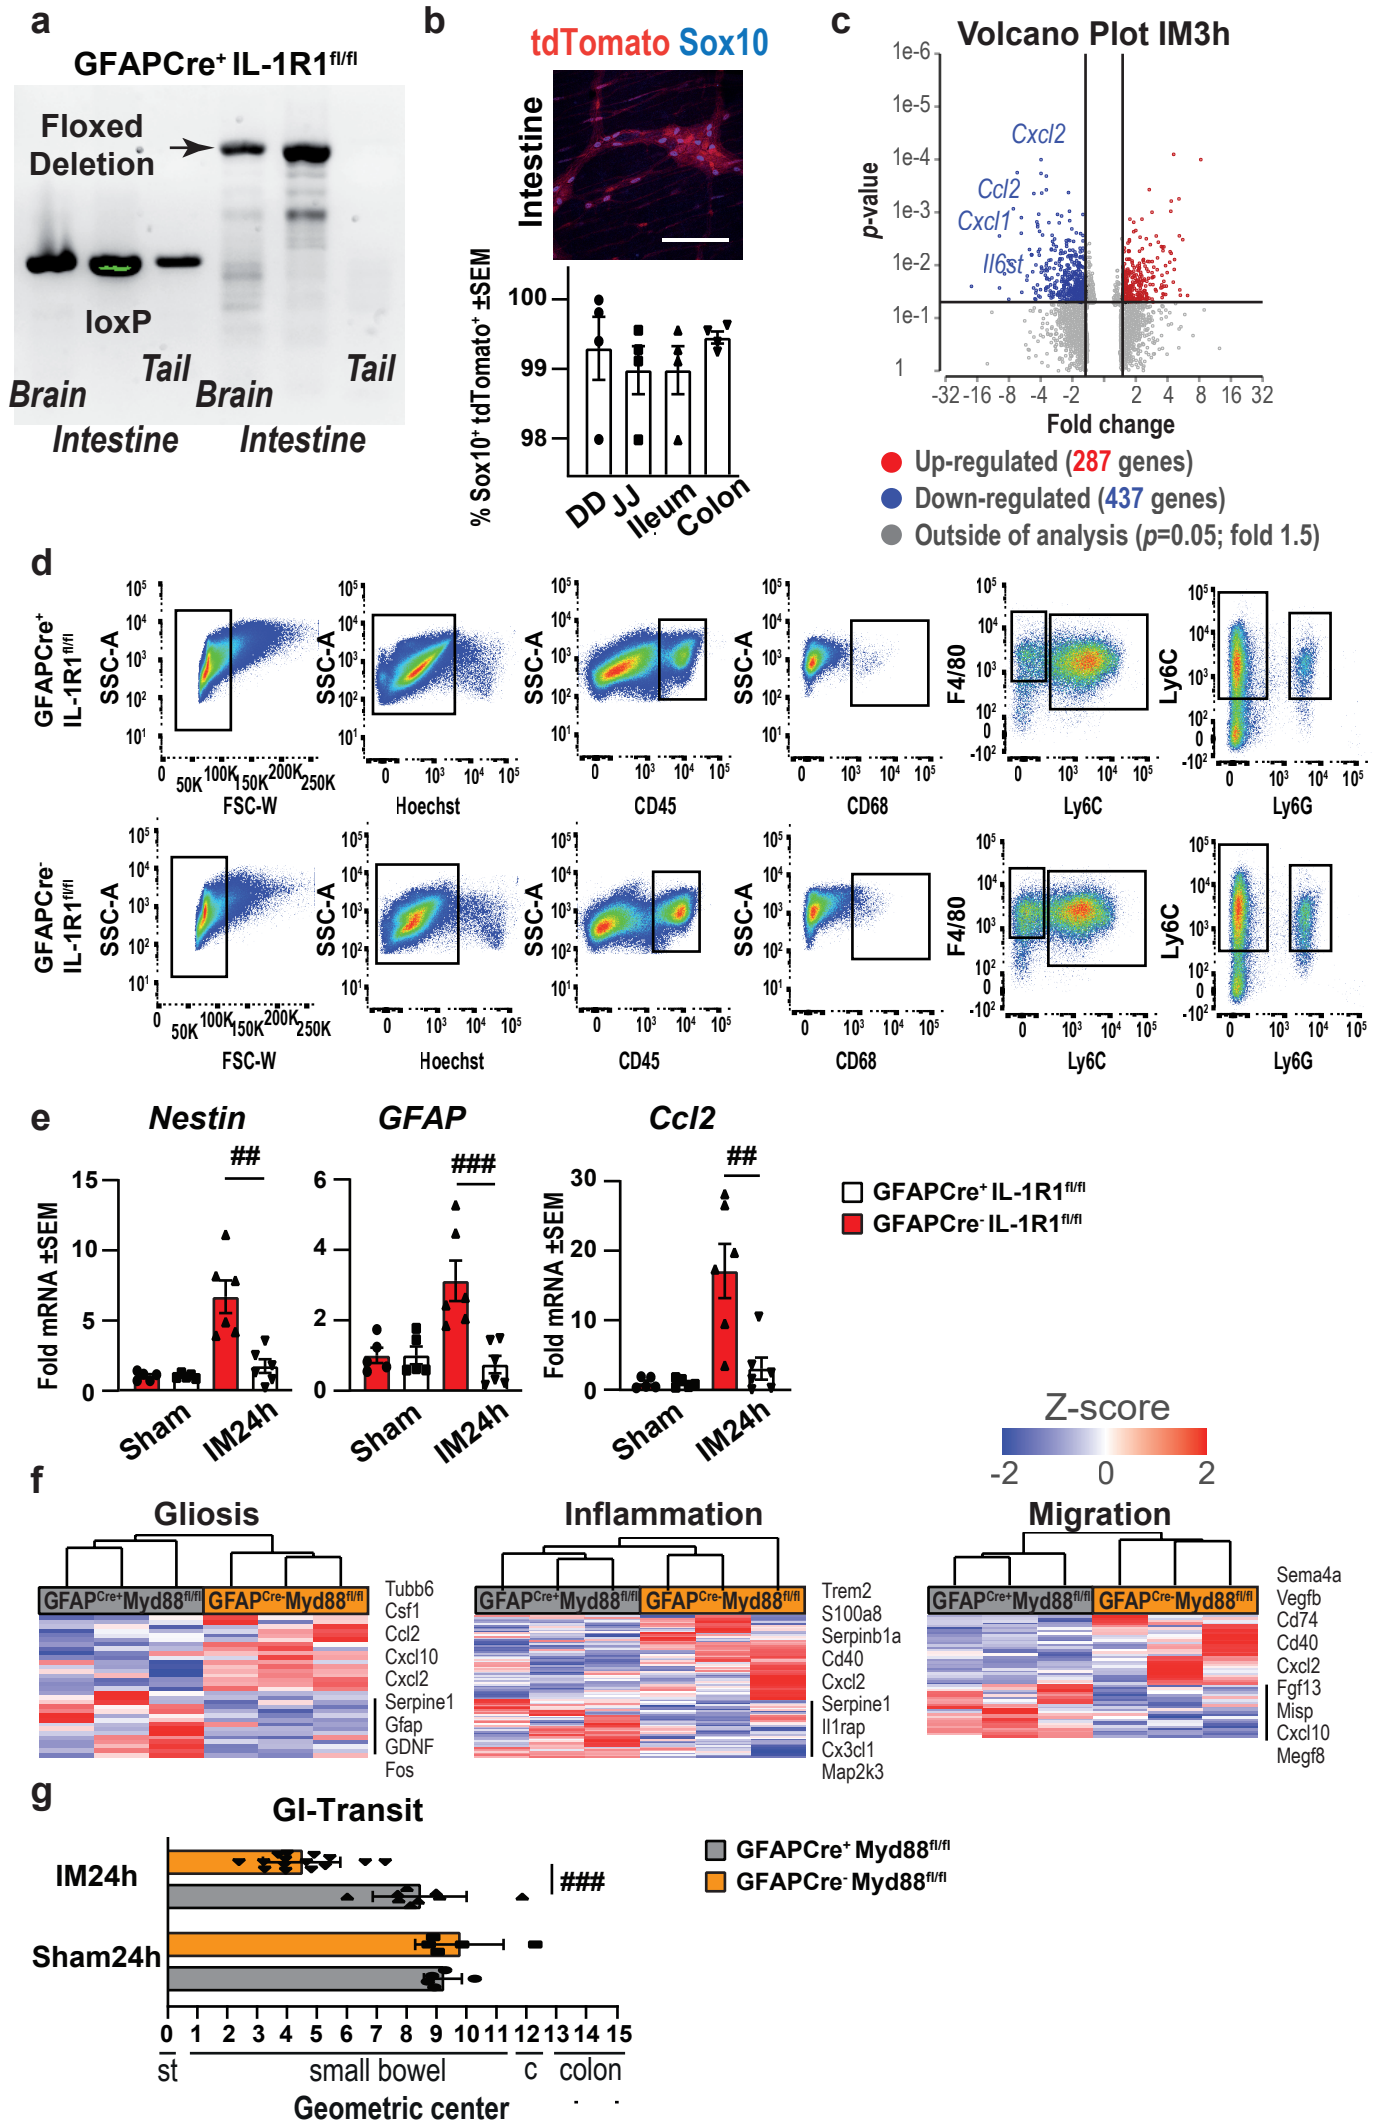

Fig. S3: EGC-restricted IL-1R1 deficiency prevents postoperative macrophage activation and protects mice from POI.

(a) PCR detecting IL1R1-loxP and IL1R1-deletion sites in the brain, intestine, and tail DNA of GFAP^{Cre+} and GFAP^{Cre-} animals. PCR proves successful Cre-loxP deletion in the IL1R1 gene locus. (b) Immunohistochemistry for EGC-marker SOX10 (blue) and tdTomato (red) in the ME of GFAP^{Cre+}Ai14^{fl/fl} mice. Quantification of double-positive cells showed a strong overlap of the SOX10⁺ tdTomato⁺ cells throughout the intestine (DD = duodenum, JJ = jejunum). n = 4. Scale bar 100µm. (c) Volcano plot showing all significantly regulated genes between Cre⁺ and Cre⁻ mice at IM3h normalized to corresponding sham groups. (d) GFAP^{Cre+}-IL1R1^{fl/fl} and GFAP^{Cre-}-IL1R1^{fl/fl} mice were analyzed at IM24h. Representative FACS analysis with gating strategy for singlets, living cells (Hoechst), CD45, CD68, Ly6C, Ly6G, F4/80 in IM24h groups of Cre⁺ and Cre⁻ mice. n=5 per group. (e) Gene expression analysis by qPCR for genes related to gliosis (*Nestin*, *GFAP*) and migration (*Csf1*) at IM24h in Cre⁺ and Cre⁻ mice normalized to corresponding sham groups. n=5 per group. (f) GFAP^{Cre+}-Myd88^{fl/fl} and GFAP^{Cre-}-Myd88^{fl/fl} mice underwent IM to induce POI. After 3h, RNA from the ME was processed for bulk-RNA-Seq analysis. Heat maps of genes involved in “gliosis”, “inflammation”, and “migration”. n=3 per group. (g) GFAP^{Cre+}-Myd88^{fl/fl} and GFAP^{Cre-}-Myd88^{fl/fl} mice were analyzed at IM24h. GI-transit analysis in IM24h and sham groups of Cre⁺ and Cre⁻ mice. n= 5 (Sham24h); n=9-13 (IM24h). Statistics were done with Student’s t-test and Fisher’s exact test. ##<0.01, ###<0.001, All # compared to Cre- littermates.

a

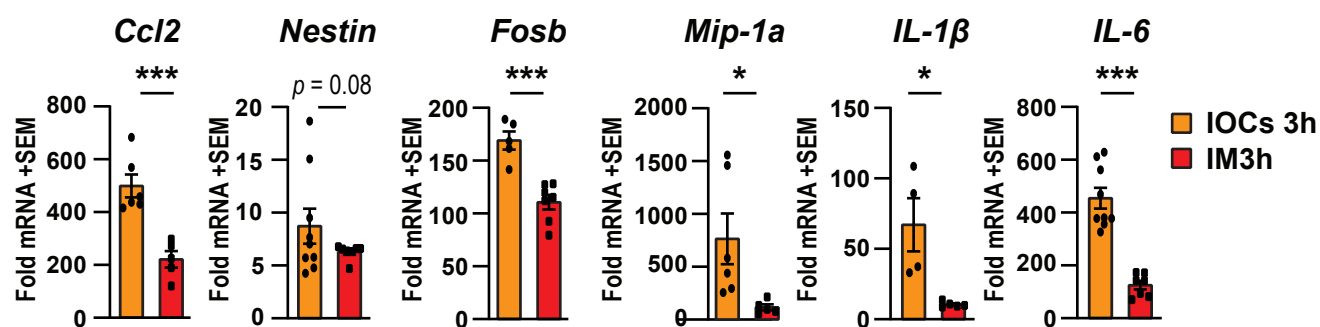

b

FOSb Sox10 Tubb3

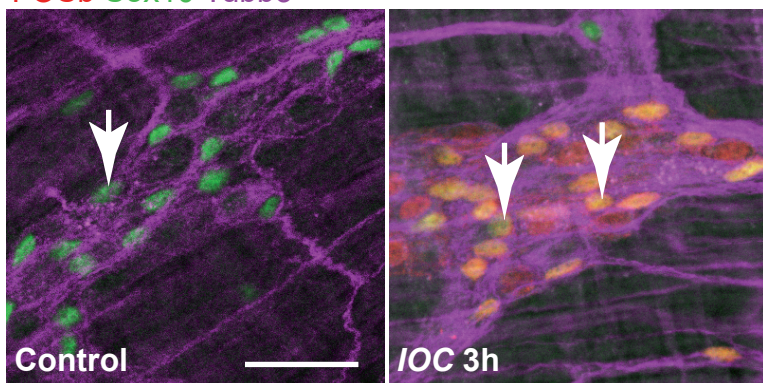

c

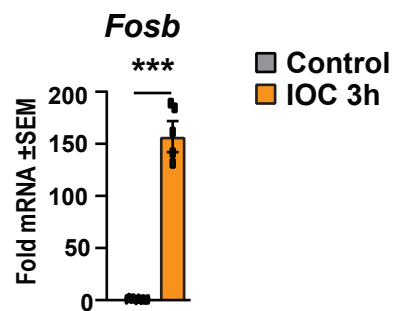

d

MHCII Sox10 Map2

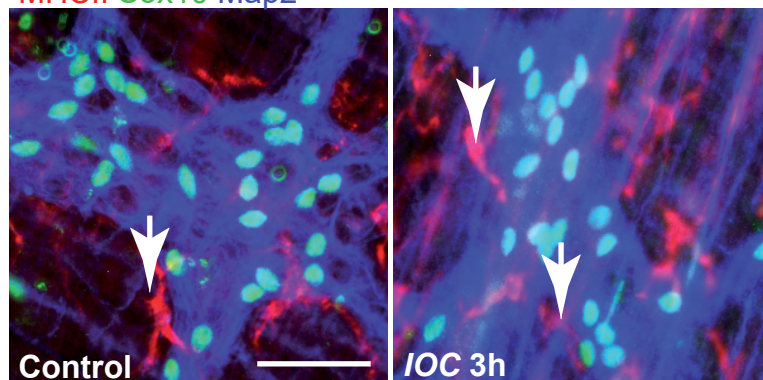

e

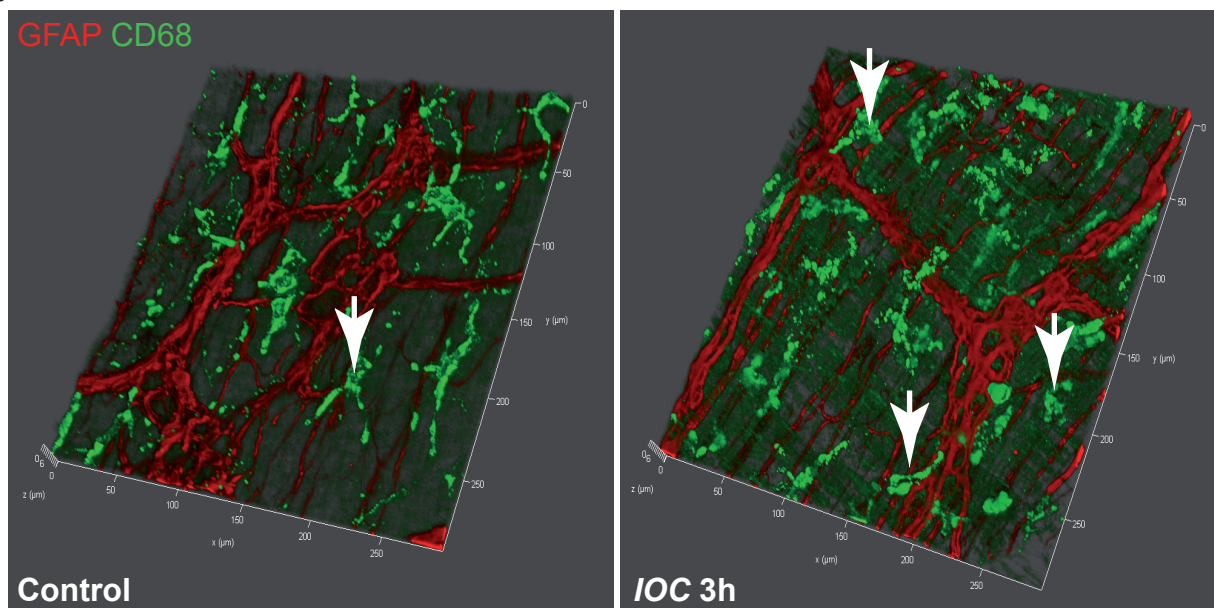

Fig. S4: Intestinal organotypic cultures demonstrate IL-1-dependent involvement in ME-Mac-EGC interactions.

(a) qPCR analysis of *ME* IOCs 3h in culture and small intestine *ME* 3h after IM for the expression of inflammatory mediators and gliosis genes. IOCs show a stronger activation of enteric gliosis and a stronger expression of chemokines and cytokines. n=4-10 (IOCs); 8-10 (IM3h). Data are shown as fold induction to untreated IOCs or naïve *ME* tissue, respectively. (b-e) Intestinal organotypic cultures (IOC) from *ME* were prepared from C57BL/6 wild-type mice jejunum by surgical dissection of the *lamina propria* and mucosa tissue, a procedure that mimics the surgical trauma *in vivo*. This model allows analysis of resident cell types in the absence of any infiltrating blood-derived immune cells. IOCs were either directly processed or incubated for 3h, corresponding to the IM3h time point in the POI mouse model. n=6 per group. (b) Histology for activated (FOSb⁺, red) enteric glia (SOX10⁺, green) and neurons (TUBB3⁺, violet) in IOCs. White arrows mark activated EGCs (FOSb⁺ and SOX10⁺). Scale bar 50 μ m. (c) Gene expression analysis by qPCR for the activation marker *Fosb*. (d) Histology for macrophages (MHCII⁺, red) surrounding enteric glia (SOX10⁺, green) and neurons (MAP2⁺, violet) in IOCs. White arrows mark macrophages in close proximity to ganglia. Scale bar 50 μ m. (e) Confocal z-stacks of IOCs show activated macrophages (CD68⁺, green) surrounding EGCs (GFAP⁺, red). Statistics were done with Student's t-test. *<0.05, ***<0.001, All * compared to control IOCs.

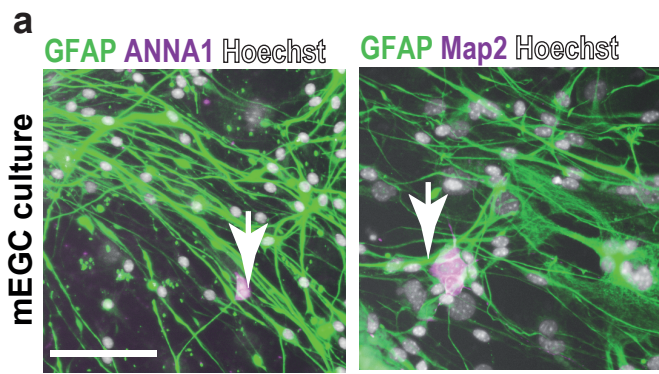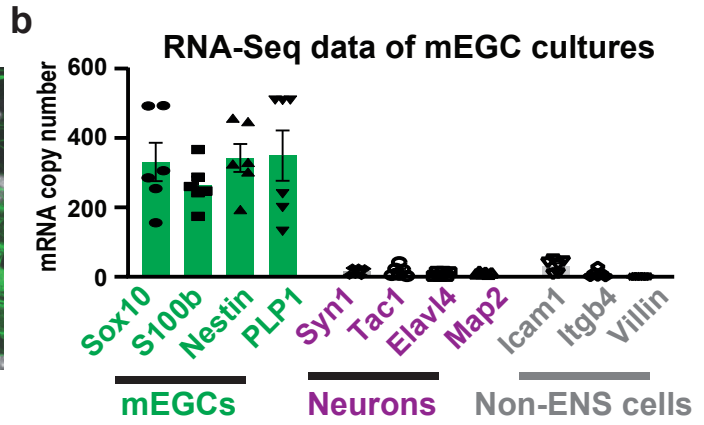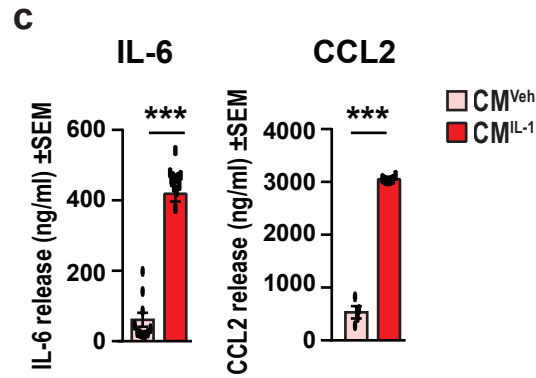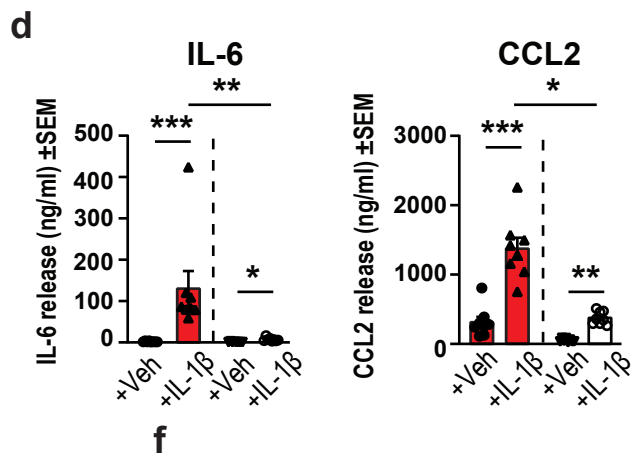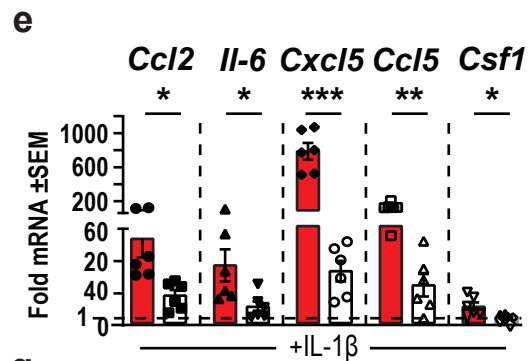

up- and down-regulated genes in BMDMs

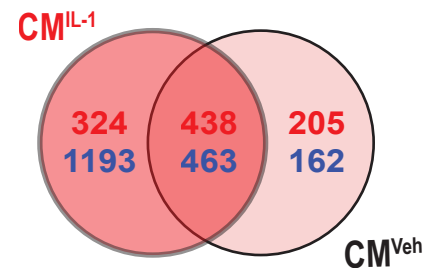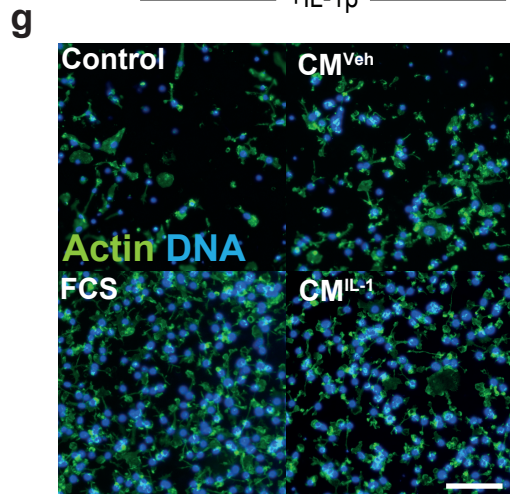

Fig. S5: The impact of EGC-derived factors on macrophage function.

(a) Immunocytochemistry of mEGC cultures for glia (GFAP, green) and neuron (MAP2 and ANNA1, violet) markers. Hoechst (white) was used for nuclei staining. Only small numbers of enteric neurons (white arrows) were detected in mEGC cultures. 

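Nes and S100b, markers of neural progenitors and of glia, were the most abundant of the culture markers of Fig. S5b, with authors' means of 282.9 and 276.0 in control EGCs in the authors' deposited table. The glial transcription factor Sox10 had an authors' mean of 238 there. The neuronal genes Elavl4, Map2, Syn1 and Tac1 had authors' means of 89.0, 38.0, 5.25 and 4.30 in control EGCs in the authors' deposited table, and the epithelial integrin gene Itgb4 1.85. Vil1, of the intestinal epithelium, had no row in the table.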

Scale bar = 50 μ m. (b) RNA-Seq analysis for various cell type markers in EGC cultures. Only glial markers were enriched in the EGC cultures. n=6. Data is shown as RNA copies. (c) Primary EGCs were treated with IL-1 β or vehicle for 24h. CM^{IL-1} and CM^{veh} were investigated for IL-6 and CCL2 content by ELISA. Data is shown as ng/ml $\pm$ SEM. n=10. (d+e) Primary EGCs isolated from GFAP^{Cre+}-IL1R1^{fl/fl} and GFAP^{Cre-}-IL1R1^{fl/fl} mice were treated with IL-1 β or vehicle for 24h. (d) Media from both cultures were investigated for IL-6 and CCL2 content by ELISA. Cre⁺-EGC cultures show less production of the inflammatory mediators IL-6 and CCL2. n = 3 independent EGC cultures with 2-3 technical replicates per measurements. Data is shown as ng/ml $\pm$ SEM. (e) qPCR analysis for chemokines and cytokines produced from primary EGCs after IL-1 β treatment. Cre⁺-EGC cultures show less activation and less production of inflammatory mediators. Data are shown as fold induction $\pm$ SEM. n = 6. (f) Bone-marrow-derived macrophages (BMDMs) were isolated from IL1R1-KO mice to exclude any side effects from IL1 β residues in the collected CM^{IL-1}. After BMDM maturation, cells were treated with CM^{IL-1}, CM^{veh}, or left untreated for 3 and 24h. 

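The genes called with CM Veh were nearly all called with CM IL-1 as well. Of the 55 genes higher with CM Veh, 55 were also higher with CM IL-1, and of the 28 lower ones 27 were also lower, while 0 were called in opposite directions. Independent lists of these sizes would share 1.51 and 1.46 genes. Ccl7, Ccl2, Socs2, Tgm2 and Hbegf are among the shared higher genes, and Slc40a1 and Mxd4 among the shared lower ones. With CM IL-1, 253 higher and 555 lower genes were called that did not pass with CM Veh, which does not test whether the media differ. At an unadjusted p under 0.05 and a fold over 1.5, 353 higher and 512 lower genes were called with both media, 265 and 1141 with CM IL-1 alone and 112 and 91 with CM Veh alone. Both comparisons use the same control libraries, and their chance values go together. At an unadjusted p under 0.05 without a fold limit, 527 genes were higher and 678 lower with both media. Simulated groups without any effect against shared controls had 69.4 and 67.9 such genes on average. The simulated comparison held 283 higher genes on average, fewer than the 821 with CM IL-1 and 745 with CM Veh observed. The simulated overlap therefore cannot be set directly against the observed one. Independent lists of the observed sizes would share 54.6 and 145.6 genes. The controls could not be split, since the table holds group means, so part of the overlap may come from them.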

Venn diagram of significantly up-and down-regulated genes (Fold 1.5, p-value 0.05) shared by CM^{IL-1} or CM^{veh}-treated BMDM groups. (g) Immunocytochemistry for actin (green) and nuclei (Hoechst, blue) of trans-migrating cells after CM^{IL-1}, CM^{veh}, and FCS (10%) stimulation. n=4 per group. Scale bar 50 μ m. Statistics were done with Student's t-test and Fisher's exact test. * <0.05 , ** <0.01 , *** <0.001 , All * compared to control EGCs.

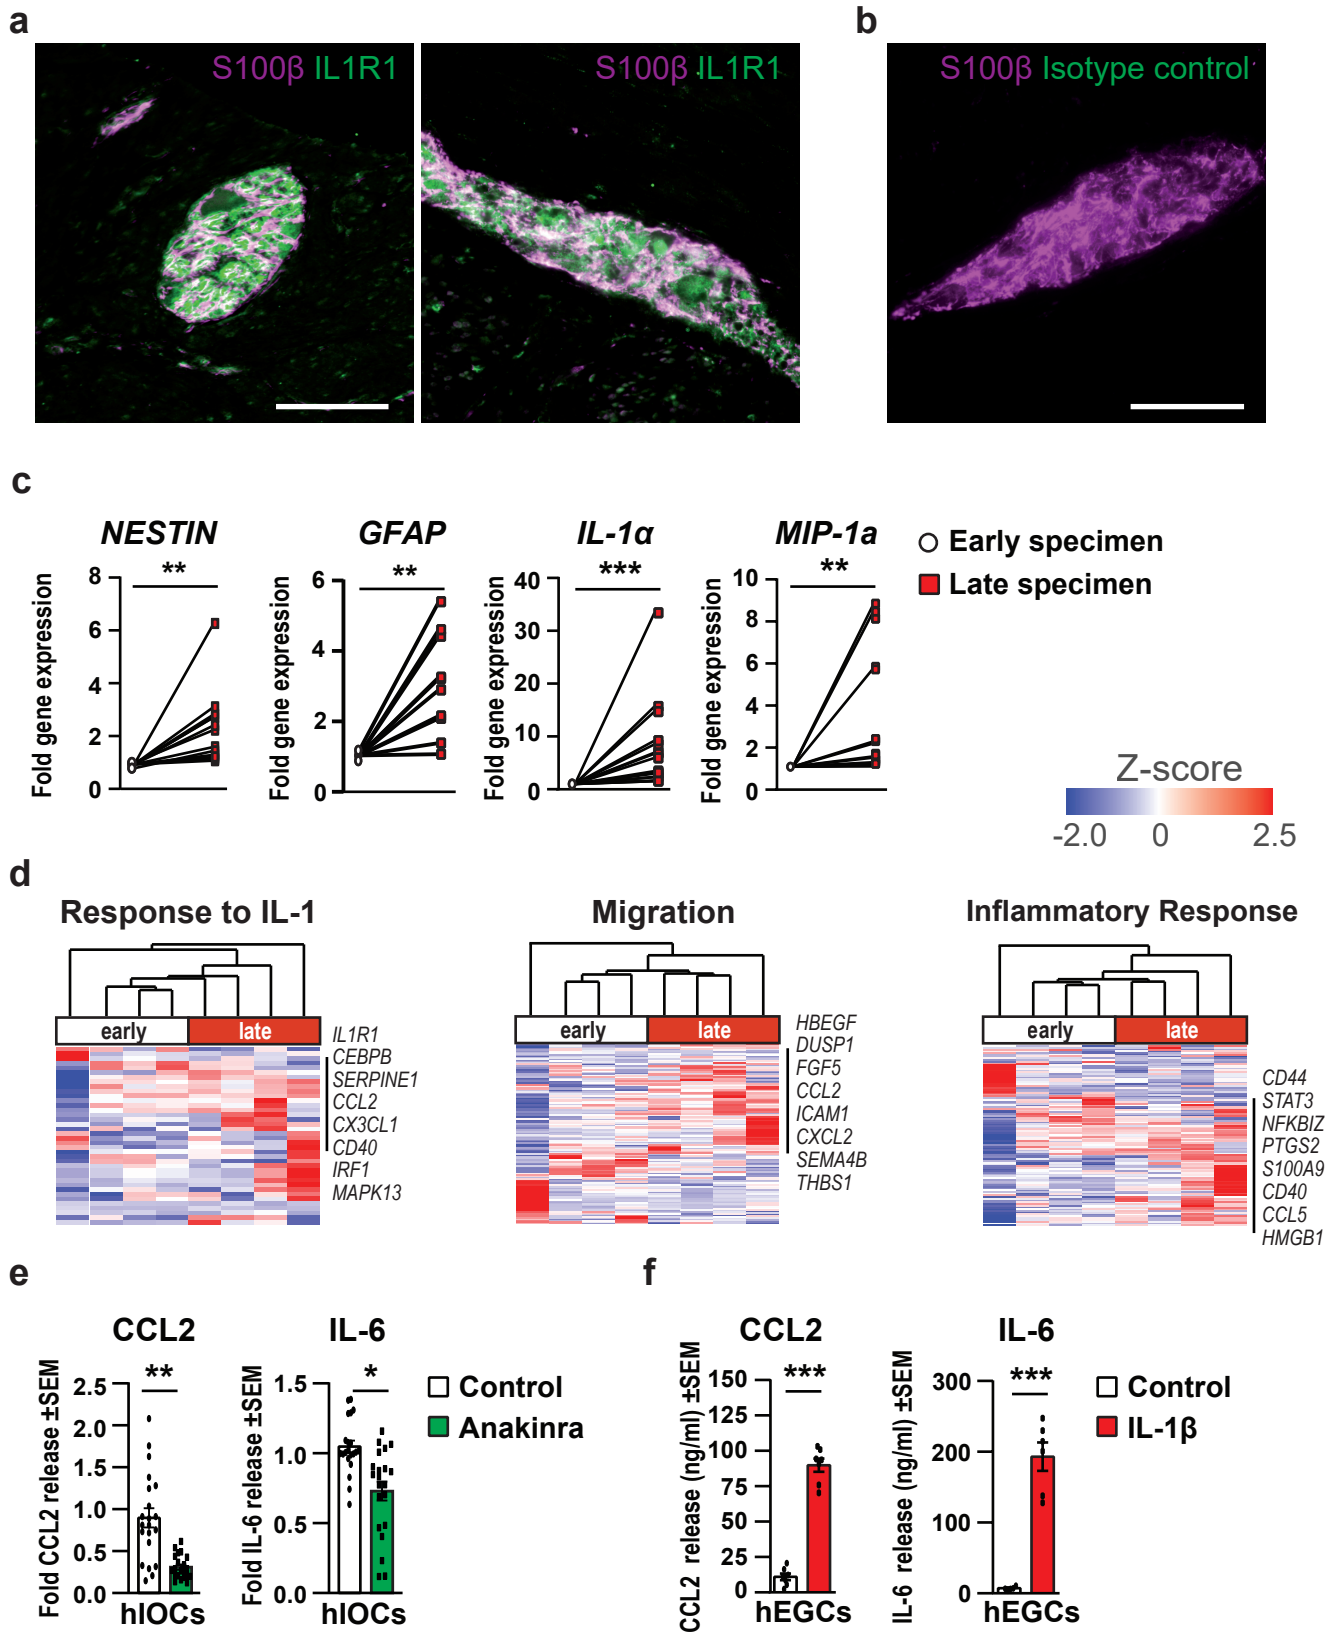

Fig. S6: Enteric gliosis and IL-1 signaling are involved in acute intestinal inflammation after abdominal surgery.

(a) IL1R1 immunoreactivity in EGCs of the myenteric plexus in the human intestine. IL1R1 (red) co-labeling occurs in S100 β ⁺ EGCs (violet). Scale bar 100 μ m. (b) Isotype control for IL1R1 antibody with S100 β ⁺ EGCs (violet). Scale bar 100 μ m. (c) Human jejunal ME specimens were collected at an early and late time point during pancreatic head resection. qPCR analysis of jejunal ME specimens for NESTIN, GFAP, IL-1 α , and MIP-1a. n=11-13; NESTIN (13), GFAP (12), IL-1 α (11), MIP-1a (13). (d) Heat maps of genes involved in “response to IL-1”, “migration”, and “inflammatory response” compared between early and late surgical specimens. (e) Human IOCs were isolated from jejunal patient samples collected at a late time point during pancreatic head resection and incubated for 24h with Anakinra (100 μ g/ml) or control. Media from both cultures were investigated for IL-6 and CCL2 content by ELISA. Anakinra treated human IOCs show less production of the inflammatory mediators IL-6 and CCL2. n = 16. (f) ELISA analyses for CCL2 and IL-6 of primary human EGCs treated with IL-1 β (0.3 ng/ml) or vehicle for 24h. n = 10. Statistics were done with Student’s t-test and Fisher’s exact test. *<0.05, **<0.01, ***<0.001, All * compared to early ME specimens or untreated hEGCs.

Supplementary tables

Supplementary Table S1: Human subjects and GI surgical specimens for IHC and hEGC cultures

Supplementary Table S1 summarizes information on the 14 human subjects that gave written consent to procure gut surgical tissue for *in vitro* studies. Tissue was used to isolate ganglia, prepare hEGC cultures for study, or paraffin sections for immunofluorescence staining (including jejunum IL1R1-IHC and qPCR analysis). Studies were conducted under IRB protocols.

Supplementary Table S2: Human subjects and GI surgical specimens for analysis of gliosis

---

Supplementary Table S2: Information on 16 patients who underwent pylorus-preserving pancreaticoduodenectomy and gave written consent to procure jejunal tissue for qPCR studies. The tissue was used for RNA isolation, cDNA preparation, and gene expression analysis. The study was conducted under protocols permitted by the ethical committee of the University of Bonn, Germany.

Supplementary Table S3: Oligonucleotide primers

Supplementary Table S3 summarizes information on all used qPCR primers.

Supplementary Table S4: Antibodies used in the study

Supplementary Table S4 summarizes information on all used antibodies.

Supplementary Table S5: Overlap of genes between IL-1-triggered EGCs, infection-triggered EGC, and DNBS-colitis-triggered EGCs

Gene Names
<i>Cd44</i>
<i>Tubb6</i>
<i>Tnc</i>
<i>Ccl7</i>
<i>Tnfrsf12a</i>
<i>Hmox1</i>
<i>Lgals1</i>
<i>Vcan</i>
<i>Ccl2</i>
<i>Timp1</i>
<i>Serpina3n</i>
<i>Lgals3</i>

Supplementary Table S5 summarizes information on the RNA-Seq analysis of EGCs triggered with IL-1 β and infection and DNBS-colitis.

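Table S5 lists the genes shared by EGCs with IL-1β and the published EGC data from infection and from colitis, of which the IL-1β side is analysed here. Of its 12 genes, 4 were higher in EGCs with IL-1β and 0 were lower (4 higher when adjusted over the list alone), and as the study chose them on these samples this is not independent evidence. The higher genes were Hmox1, Timp1, Tubb6 and Ccl7, whose folds ranged from 1.65 for Tubb6 to 2.96 for Ccl7 in the authors' deposited table. The list median of log2 ratios was 0.45.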

Supplementary Table S6: Overlap of genes between IL-1-triggered EGCs and IM3h-RiboTag-EGCs

Gene name
<i>Ptgs2</i>
<i>Cd44</i>
<i>Csf1</i>
<i>Gcnt2</i>
<i>Tgfb1</i>
<i>Tubb6</i>
<i>Icam1</i>
<i>Tnc</i>
<i>Tnfrsf12a</i>
<i>Rfc3</i>
<i>Cp</i>
<i>Hmox1</i>
<i>Epha4</i>
<i>Pvr</i>
<i>Ptx3</i>
<i>Vcan</i>
<i>Ccl2</i>
<i>Ctsb</i>
<i>Thbs1</i>
<i>Srxn1</i>
<i>Cxcl1</i>
<i>Sphk1</i>
<i>Timp1</i>
<i>Hmga1</i>
<i>Il6</i>
<i>Cxcl2</i>

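A set of 26 genes combines the IL-1β response of cultured EGCs with the glial response to surgery, of which the culture side is analysed here. Of these 26 genes, 11 were higher in EGCs with IL-1β and 0 were lower (13 higher when adjusted over the list alone). The study chose the set on these samples, so the count is not independent evidence. Beside genes of chemokines and adhesion, Pvr, an adhesion receptor that natural killer cells recognize, was 1.69-fold higher and Srxn1, which repairs oxidized peroxiredoxins, 1.54-fold higher in the authors' deposited table. The list median of log2 ratios was 0.62.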

Supplementary Table S6 summarizes information on the RNA-Seq analysis of EGCs triggered with IL-1 β and glial gene expression from *RiboTag* mice at IM3h.

# Supplementary material for: IL-1-dependent enteric gliosis guides intestinal inflammation and dysmotility and modulates macrophage function
**Source:** Commun Biol. 2022 Aug 12;5:811. doi: 10.1038/s42003-022-03772-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Raw data used for the main figures.

# Supplementary material for: IL-1-dependent enteric gliosis guides intestinal inflammation and dysmotility and modulates macrophage function
**Source:** Commun Biol. 2022 Aug 12;5:811. doi: 10.1038/s42003-022-03772-4
**Supplement:** Supplementary file 5 — Reporting Summary

Last updated by author(s): Jun 13, 2022

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☒	☐	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☒	☐	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection n/a

Data analysis n/a

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The datasets produced in this study are available upon reasonable request and in the following databases: RNA-Seq data from mRNA of ME-tissue from patients in GSE149181 accessible here: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE149181>. The RiboTag data of control and IM3h mice is available under the accession number GSE198889 (token: cdupiqaojtsnvgf), and the data of EGCs treated with IL1 β , and BMDMs treated with conditioned media is available under the accession number GSE205610 (token: qlmrwskulxyfip).

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For animal experiments, all calculations were done in advanced to get the governmental approval for the studies.
Data exclusions	n/a
Replication	n/a
Randomization	Animal genotypes were not known by the scientist performing the experiments.
Blinding	Animal genotypes were not known by the scientist performing the experiments.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☒	☐ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☐	☒ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	See the supplementary table 3
Validation	done by the companies.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals	Experiments were performed using 8-12-week-old Sox10CreERT2xRpl22HA/+ or GFAPcrexIL1R1fl/fl mice kept in a pathogen-free animal facility with standard rodent food and tap water ad libitum. Appropriate authorities of North-Rhine-Westphalia, Germany (81-02.04.2016.A367) approved experiments.
Wild animals	n/a
Field-collected samples	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Human research participants

Policy information about [studies involving human research participants](#)

Population characteristics	n/a
Recruitment	n/a
Ethics oversight	n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Isolation of ME was achieved by sliding small bowel segments onto a glass rod, removing the outer muscularis circumferentially with moist cotton applicators and cutting the ME into fine pieces. ME was digested with a 0.1% collagenase type II (Worthington Biochemical, Lakewood, NJ, USA) enzyme mixture, diluted in PBS, containing 0.1 mg/ml DNase I (La Roche, Germany), 2.4 mg/ml Dispase II (La Roche, Germany), 1 mg/ml BSA (Applichem), and 0.7 mg/ml trypsin inhibitor (Applichem) for 40 min in a 37°C shaking water bath. Afterwards single cell suspension was obtained using a 70 µm filter mesh and cells were stained for 30 min at 4°C with the appropriate antibodies. For antibodies used in this study see supplementary table S4. Flow cytometry analyses were performed on FACSCanto I (BD Biosciences) using FACSDiva software and data were analyzed with the latest FlowJo software (Tree Star, Ashland, OR, USA).
Instrument	FACS Canto I
Software	Flow Jo and FACSDiva
Cell population abundance	CD45 was the main pre-gate.
Gating strategy	Described in the supplementary.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

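RNA was sequenced from primary murine EGC cultures given IL-1β at 10 ng/ml or vehicle for 24 h (3 libraries per group) and from BMDMs of IL1R1-deficient mice left without conditioned medium or given CM Veh or CM IL-1 for 3 h (4 libraries per group), 18 libraries in all. The paper describes 3′ mRNA libraries with strand information, sequenced single-end. Samples were grouped by the sample labels and the paper. The labels give the medium of the control BMDMs as RPMI, while the paper calls these cells untreated.

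The authors' deposited files are 2 tables of their own comparisons, made in Partek. The submitters' processing notes also name cutadapt, STAR and the build mm10, without versions, and the normalization is not given in the sources used here. The p-values and the FDR-adjusted p-values in the tables are those of the authors' test, for which the paper's statistics text names Fisher's exact test with multiple testing correction. The tables hold least-squares means, which belong to linear models, so which test gave the p-values is not settled here. The ratio of each comparison is the authors' mean of the treated group divided by that of the reference group, which held in every gene of the deposited tables within a relative tolerance of 1e-08. The signed fold, a score in the deposited tables, is the authors' ratio written as a negative number where it is below 1. The authors' mean of each group is a least-squares mean, a signal value that was scaled so that each deposited column adds up to between 996050 and 997400, and whether it is CPM or TPM is not told. Because the tables give group means, the depth of each library is unknown, and so are the spread between libraries and the precision of a single mean. The paper names 3 and 4 samples per group and does not say in the text whether each library was a separate culture or animal, so p-values at most measure the spread between these samples, which may be technical.

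The tables hold another kind of value than the planned design assumed, which was counts per library. The planned count test could therefore not be used, and the authors' p-values were taken in its place. Genes with an authors' mean of at least 1 in at least 1 group were kept (13445 of 13452 in EGCs, 11200 of 11200 in BMDMs), and the authors' p-values were adjusted over these genes by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a fold over 1.5, the limits in the paper's methods. Of the columns, 3 were repeated copies and were not used, and 0 columns held values per sample. Symbols that had been turned into dates (11 in the EGC table and 7 in the BMDM table) were left unnamed.

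For each gene list, genes called higher and lower were counted, over all genes tested and with p-values adjusted over the list alone. The median log2 ratio of a list with at least 5 measured genes was set against 10000 random lists of the same size, drawn from 20 bins of mean expression. Its share of called genes was compared with that of all other kept genes by Fisher's exact test in each direction, adjusted over the lists. This test takes genes as independent, although genes of a list vary together, so its p-values are likely too small. They do not measure the spread between libraries. List members without a row in the table were left out, and 1 older symbol was matched through a table of names. Some lists, such as inflammatory response, migration and response to IL-1, also hold genes that the paper names for these samples. Those lists are not independent of its choice. Overlaps between the media were set against the overlap of independent lists and against 100 simulated sets of unchanged groups with shared controls. Gene positions come from GENCODE vM21, an annotation of GRCm38, which is the build mm10.

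The genes named in the text come from those that the paper names, the 15 called genes each way with the largest fold among those of at least median mean expression (at least the first 5), the 4 members of each list with the smallest adjusted p and any member called against the rest, and Il1r1, Il1rap and Csf1r. That rule was fixed before the data were examined, with the values in the paper's figures already seen. Its parts that need libraries, non-overlap of the groups and a value in every library, could not be applied, and group means were used. Other members of a list that are named by their count of 5 or fewer were chosen after their values were seen. Some genes that the rule selects are not reported here, and the list counts include them.

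The steps were tested on simulated data with the real means. Of 100 genes changed 4-fold, 100% were recovered in each comparison, and of 100 genes changed 2-fold, 31% were recovered in EGCs and 62% with CM IL-1, 56% with CM Veh and 56% between the media, with 9, 15, 6 and 6 false calls. This used a z-test with a known spread, chosen after a first version with a t statistic recovered nothing at 3 libraries, and it says nothing about the power of the authors' test. Of 200 random null lists per comparison, 4% to 5% fell outside the middle 95%. Alternatives were no filter, a mean of at least 10, unadjusted p-values, no fold limit, a fold over 2 and, added after seeing the data, a fold relative to the median ratio of all kept genes and an unadjusted p together with a fold over 2. The work was done with Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. Experiments in tissue, in RiboTag mice and in human samples were not analysed here.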

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

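The tests of a scale shift between the EGC groups, of overlap as the cause of most of the lower genes, of the 4 lists without cholesterol synthesis, of the fall of FOXO targets directly between the media and of the spread of p-values between the media, the percentile of the cholesterol synthesis list, the simulation of the choice of genes and the medians relative to all genes were chosen only after the results were seen, and the other tests before.

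In EGCs with IL-1β, 222 of the 239 higher genes are not named by the paper. Of 22 measured NRF2 targets, 7 were higher, among them Hmox1 and Srxn1, which the paper names, and the paper does not discuss this group. In BMDMs with CM IL-1, 11 of 23 measured genes of glycolysis and hypoxia were higher, which the paper does not report.

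In EGCs, 160 genes were lower with IL-1β by a fold over 5, among them Gas6 and Txnip, and the paper does not discuss them. A shift of the scale between the groups would move all genes alike. The 13285 genes outside this pattern had a median log2 ratio of −0.128 (95% interval over resampled genes −0.138 to −0.120), so most genes did not share a fall over 5-fold. Genes called lower by a fold over 5 had been left out of this median. With none left out, the median of all 13445 genes was −0.135, and 5069 had a ratio above 1. These values argue against a shift of the scale as the cause of falls over 5-fold. Reads over overlapping genes that were counted differently in the groups are argued against for most of these genes, since 14.6% of the 158 with an annotated end had another gene's exon over their last 1000 bases (95% interval 9.9% to 20.9%). For a smaller part they stay open, as this share was 0.905 times that of matched uncalled genes (0.676 to 1.36; 0.733 for all lower genes), and so does the GC content of the last 300 bases, whose median differed by −0.945 percentage points (−2.83 to 1.00); these last intervals reach past the limits set for excluding them. A biological reading was a joint fall of genes of glial identity, myelin, collagens, cell cycle and cholesterol synthesis. The share of lower genes in the 5 lists, the test set beforehand, does not decide it, at 1.07 times that found elsewhere (0.656 to 1.75). The median of the cholesterol synthesis list lay at the percentile 99.81 of the random lists. This argues against a part of that list in such a fall and says nothing about the other lists. Without cholesterol synthesis, the lists held 2 of the 160 genes, a share 1.97 times that found elsewhere (0.495 to 7.80), so their fall stays open as a part, while the other genes of this pattern lie outside these lists. The explanations left open cannot be told apart, since their intervals are wide. The depth and counting of single libraries are not known here.

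In BMDMs with CM IL-1, 10 of 27 FOXO target and growth-factor-withdrawal genes were lower and 0 higher (16 lower and 1 higher when adjusted over the list alone), among them Bbc3 at 10.5-fold, Ypel2 at 9.30-fold and Ypel3 at 2.34-fold in the authors' deposited table. The list median with CM IL-1 against CM Veh, which does not use the control libraries, was −0.12 on the log2 scale, at the percentile 66.5 of the random lists. It was 0.126 times the median of −0.95 with CM IL-1 against control (95% interval over resampled genes of the list −0.0985 to 0.368). In these group means, this argues against factors that only IL-1β-treated glia release as the source of most of the fall. The interval holds no spread between libraries, so a part played by such factors is not excluded. Factors present in glia-conditioned medium without IL-1β are a candidate explanation: the list median with CM Veh against control was −0.59 and lay at the percentile 0 of the matched random lists. Both comparisons use the same control libraries, which may account for part of both falls. The change of medium itself is confounded with the factors in it, since control BMDMs stayed in RPMI by the sample labels, and it was not tested.

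Between CM IL-1 and CM Veh 0 genes were called in the authors' deposited table after adjustment (384 at an unadjusted p under 0.05 and a fold over 1.5), while the medians of 19 of 30 gene lists lay outside the range of the random lists, 14 above and 5 below, against 1.5 expected. Genes of a list vary together, so random lists understate how far a list can move by chance. The p-values were spread as with no difference, with a share of 0.0540 under 0.05 and 0.00107 under 0.001. Effects too small for 4 libraries per group may still be present: in the direction of their call, the genes called with CM IL-1 and not with CM Veh differed between the media by a median log2 ratio of 0.385 (95% interval 0.345 to 0.443) for the 253 higher and 0.472 (0.451 to 0.502) for the 555 lower genes. Relative to the median ratio of all genes, which was −0.14, these medians were 0.528 (0.489 to 0.587) and 0.328 (0.308 to 0.359). The intervals come from resampled genes and hold no spread between libraries. Choosing genes on the same libraries alone gave 0.295 to 0.366 for higher and 0.320 to 0.372 for lower genes in simulated data. On each scale, 1 direction lies above its simulated range and the other overlaps it, so an effect on both directions cannot be told apart from that choice.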

How the results depend on the processing

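Taking folds relative to the median ratio of all kept genes and an unadjusted p together with a fold over 2 were chosen after seeing the data, and the other alternatives before. Of the alternatives, only the folds relative to the median ratio changed any ratio, by less than the fold limit of a call. No called gene could therefore reverse its direction, so directions were not tested. Without adjustment of p, 377 genes were higher in EGCs with IL-1β, 618 higher and 1653 lower in BMDMs with CM IL-1, 465 and 603 with CM Veh, 98 and 286 with CM IL-1 against CM Veh, and 353 and 512 with both media, more than 1.5 times the main numbers because more genes pass. With a fold over 2, 81 and 1053 genes were called in EGCs and 386 lower with CM IL-1, which follows from the higher limit. With an unadjusted p and a fold over 2, 113 genes were higher in EGCs, 201 higher and 245 lower with CM Veh, 55 and 89 with CM IL-1 against CM Veh, and 175 and 189 with both media, since this moves both limits. With a mean of at least 10, 44 genes were lower with CM Veh and 44 with both media, where fewer genes were tested. The other counts stayed within 1.5 times, among them all 10 counts without a filter, without a fold limit and with folds relative to the median ratio, where EGCs gave 320 higher and 1431 lower genes. Of 426 results for named genes, 30 no longer passed with a fold over 2, 76 more passed without adjustment and 6 more with a mean of at least 10, among them Socs3 with CM IL-1; with an unadjusted p and a fold over 2, 43 more passed and 30 no longer did. Relative to the median ratio, 3 no longer passed the fold limit, those of Gsta4 and Vip in EGCs and of Rel with CM IL-1. Of 332 counts of called genes in the gene lists, 114 were over 1.5 times larger without adjustment and 6 without a fold limit, and 33 were smaller by as much with a fold over 2. Relative to the median ratio 2 were larger and 3 smaller by as much, and with an unadjusted p and a fold over 2, 70 were larger and 26 smaller. With a mean of at least 10, 10 of 314 were larger and 12 smaller. No paired analysis was possible because the tables give group means and their columns carry no replicates. For that reason other normalizations, test tools and pseudocounts, leaving out each replicate, the replicate block, a fit of only the groups compared, list tests with an estimated correlation, principal components and split controls were not run. The depth of the libraries is unknown, so what depth limits cannot be said.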

Differences from the paper's values

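The settings compared here were set before the data were examined, except an unadjusted p together with a fold over 2. The paper's methods ask for an adjusted p under 0.05 and a fold over 1.5. Its text on EGCs gives these limits without saying whether p was adjusted, and the legend of Fig. 5c gives a p-value of 0.05 and a fold of 2 for BMDMs, also without saying so.

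In EGCs with IL-1β the paper's number of higher genes is 496, and 239 were called here. The numbers without adjustment of p (377) and without a fold limit (357) come within 1.5 times of the paper's, and those without a filter (239), with a mean of at least 10 (224) and with a fold over 2 (81) do not. The paper's number of lower genes is 826, and 1596 were called here. The numbers with a mean of at least 10 (1158) and a fold over 2 (1053) come within 1.5 times of it, and those without a filter (1596), without adjustment (2264) and without a fold limit (1743) do not. No single setting run brought both numbers within 1.5 times of the paper's, and the sources used here do not say whether this deposited table is the one behind Fig. 1.

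In BMDMs with CM IL-1 the paper's number of higher genes is 762, and 308 were called here. Only the number without adjustment (618) comes within 1.5 times of it, and not those without a filter (308), with a mean of at least 10 (332), without a fold limit (327) and with a fold over 2 (216). The paper's number of lower genes is 1656, and 582 were called here. Again only the number without adjustment (1653) comes within 1.5 times of it, and not those without a filter (582), with a mean of at least 10 (481), without a fold limit (593) and with a fold over 2 (386). At the limits of the Fig. 5c legend the numbers were 216 and 386 with adjustment and 353 and 786 without it, a setting chosen after seeing the values, and neither pair came within 1.5 times of the paper's.

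In the Venn diagram of Fig. S5f, read by eye and with a p-value of 0.05 and a fold of 1.5 in its legend, the paper shows about 440 genes higher with both media, and 55 were called here. It shows about 460 lower with both media (27 here), about 1200 lower with CM IL-1 alone (555 here), about 210 higher with CM Veh alone (0 here) and about 160 lower with CM Veh alone (1 here). Without adjustment the numbers were 353, 512, 1141, 112 and 91, of which the first 3 come within 1.5 times of the paper's and those for CM Veh alone do not. With no filter, a mean of at least 10, no fold limit or a fold over 2, none of these 5 numbers came within 1.5 times of the paper's. Genes higher with CM IL-1 alone did come within it, at about 320 in the paper and 253 here. So did their numbers without a filter (253), with a mean of at least 10 (258), without adjustment (265) and without a fold limit (272). With a fold over 2 (172) their number did not.

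The paper places Il6, Cxcl2, Cxcl5, Ccl2, Ccl5, Csf1 and Csf3 among the most highly induced genes of EGCs. Cxcl2 and Cxcl5 ranked 1 and 2 by fold in the authors' deposited table. Il6 was called higher and ranked 80, Ccl2 and Csf1 ranked 255 and 1314 and were not called under any setting run, and Ccl5 and Csf3 had no row in the table. The paper also reports these genes as induced by qPCR of ribosome-bound RNA from EGCs after a shorter IL-1β treatment. It further measured CCL2 protein in the medium of EGCs. Neither was analysed here. Of the 15 measured mediators that Fig. S1e shows as induced, 14 had a ratio above 1 and 6 were called higher.

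The paper counts Tlr4, Socs3 and Tgfb1 among the differentially expressed genes of BMDMs with CM IL-1. They were not called after adjustment over all genes (adjusted p = 0.0737, 0.0523 and 0.0608), with folds of 1.77, 47.2 and 1.77 in the authors' deposited table. All 3 were called without adjustment and when adjusted over the list alone, Socs3 was also called among the genes with a mean of at least 10, and Il1b, Sphk1 and Arg1, which the paper names with them, were called over all genes.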

Other observations

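No test in this part was chosen after its result was seen. Fisher's exact test takes the genes of a list as independent, although they vary together, so its p-values are likely too small. In EGCs with IL-1β, genes of the oxidative stress response under the transcription factor NRF2 were higher: 7 of 22 measured, with 1 lower (7 and 2 when adjusted over the list alone; Fisher's exact test, adjusted p = 4.77e-07). Among these, beside Hmox1, were the NADPH-producing enzyme gene Pgd (1.77-fold), the thioredoxin reductase gene Txnrd1 (1.74-fold) and the autophagy receptor gene Sqstm1 (1.59-fold) in the authors' deposited table, while the glutathione transferase gene Gsta4 was 1.58-fold lower. Of 26 targets of ATF4, a regulator of amino acid supply, 3 were higher and 0 lower (3 when adjusted over the list alone; adjusted p = 0.0257), among them the serine synthesis genes Phgdh and Psat1 at 1.60-fold and 1.59-fold in the authors' deposited table. Slc7a11 is counted among the higher genes of both this list and the NRF2 list, so the 2 results are not independent. Of 24 genes of ribosome biogenesis and MYC targets, 5 were higher and 1 lower, also when adjusted over the list alone (adjusted p = 2.25e-04), with Ppan 2.00-fold and Ddx21 1.72-fold higher and Gar1 4.68-fold lower in the authors' deposited table. The medians of these 3 lists lay above all random lists. Of 15 neuron markers, 3 were lower and 0 higher (4 lower when adjusted over the list alone), Snap25 by 3.19-fold, Elavl4 by 1.76-fold and Vip by 1.61-fold in the authors' deposited table, with the list median at the percentile 0.25 of the random lists, while the share of lower genes did not pass Fisher's exact test (adjusted p = 0.700). Collagens and basement membrane genes gave 2 lower and 0 higher of 23 (2 when adjusted over the list alone), Col6a3 at 3.03-fold and Lamc1 at 2.96-fold in the authors' deposited table, with the list median at the percentile 0.26 and a share of lower genes that did not pass either (adjusted p = 1). Of 34 cell cycle genes, 5 were lower and 0 higher (6 lower when adjusted over the list alone), Cdk1 by 11.6-fold and Mcm4 by 2.71-fold in the authors' deposited table, and the list median lay at the percentile 16.4 (Fisher's exact test for lower genes, adjusted p = 0.838).

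In BMDMs with CM IL-1, genes of glucose uptake and glycolysis were higher than in control BMDMs: 11 of 23 genes of glycolysis and hypoxia, with 0 lower (15 when adjusted over the list alone; Fisher's exact test, adjusted p = 9.19e-11). The glucose transporter gene Slc2a1 was 6.34-fold, the hexokinase gene Hk2 6.35-fold and the lactate transporter gene Slc16a3 4.90-fold higher in the authors' deposited table. With CM Veh, 3 were higher (12 when adjusted over the list alone), and all 3 were among the 11. The list median was 0.65 with CM Veh and 0.97 with CM IL-1 against control. In these comparisons against control, the change of medium cannot be told apart from factors of glia. JAK-STAT targets and feedback genes gave 10 higher and 1 lower of 21 with CM IL-1 (14 and 1 when adjusted over the list alone; adjusted p = 4.62e-10), with the receptor gene Il21r 4.30-fold higher in the authors' deposited table and the repressor gene Bcl6 as the lower one. Early response genes of growth factors gave 11 higher and 0 lower of 26 (15 and 2 when adjusted over the list alone; adjusted p = 3.25e-10), with Ier3 12.8-fold and Phlda1 5.64-fold higher in the authors' deposited table. Cell cycle genes were lower, 7 of 36 with 0 higher (8 lower when adjusted over the list alone; adjusted p = 0.0235), the helicase genes Mcm2 and Mcm6 by 3.09-fold and 2.63-fold in the authors' deposited table, at a list median of −0.69. With CM Veh 0 were called, and the list median was −0.34 (percentile 0.08 of the random lists). With CM IL-1 against CM Veh 0 were called as well, with 6 lower and 0 higher without adjustment, and the list median was −0.47 (percentile 0). NF-κB targets gave 4 lower and 0 higher of 28 (7 lower and 3 higher when adjusted over the list alone; Fisher's exact test for lower genes, adjusted p = 0.408; list median at the percentile 21.6), Relb by 2.50-fold, Nfkbie by 1.83-fold and Rel by 1.61-fold in the authors' deposited table, beside Irf1. Cholesterol synthesis genes had a median log2 ratio of 0.57 with CM Veh against control, above all random lists, with 0 genes called (3 higher when adjusted over the list alone), and of −0.42 with CM IL-1 against CM Veh, below all random lists.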
